# Preferential Biological Processes in the Human Limbus by Differential Gene Profiling

**DOI:** 10.1371/journal.pone.0061833

**Published:** 2013-04-22

**Authors:** Martin N. Nakatsu, Lily Vartanyan, Daniel M. Vu, Madelena Y. Ng, Xinmin Li, Sophie X. Deng

## Abstract

Corneal epithelial stem cells or limbal stem cells (LSCs) are responsible for the maintenance of the corneal epithelium in humans. The exact location of LSCs is still under debate, but the increasing need for identifying the biological processes in the limbus, where LSCs are located, is of great importance in the regulation of LSCs. In our current study we identified 146 preferentially expressed genes in the human limbus in direct comparison to that in the cornea and conjunctiva. The expression of newly identified limbal transcripts endomucin, fibromodulin, paired-like homeodomain 2 (PITX2) and axin-2 were validated using qRT-PCR. Further protein analysis on the newly identified limbal transcripts showed protein localization of PITX2 in the basal and suprabasal layer of the limbal epithelium and very low expression in the cornea and conjunctiva. Two other limbal transcripts, frizzled-7 and tenascin-C, were expressed in the basal epithelial layer of the limbus. Gene ontology and network analysis of the overexpressed limbal genes revealed cell-cell adhesion, Wnt and TGF-β/BMP signaling components among other developmental processes in the limbus. These results could aid in a better understanding of the regulatory elements in the LSC microenvironment.

## Introduction

The preservation of corneal transparency and maintenance of the corneal epithelium are critical for proper visual function. The corneal surface itself is protected by non-keratinized stratified squamous epithelial cells. Due to constant cell turnover, these corneal epithelial cells are thought to be replenished by a reservoir of corneal epithelial stem cells or limbal stem cells (LSCs) at the limbus [1], [2]. It has been proposed that LSCs reside at the basal layer of the limbus [3], [4], which is a highly vascularized structure at a transitional zone that separates the cornea and conjunctiva. Ocular injuries, as a result of chemical burns or various ocular diseases, can lead to limbal stem cell deficiency (LSCD), which is a pathological condition due to LSC depletion and/or destruction of the stem cell niche.

Like all other adult stem cells, LSCs are thought to be slow cycling and undergo infrequent division in vivo [4], but have the potential for self-renewal, rapid proliferation and differentiation under the proper conditions, such as in wound healing or in tissue culture [5]–[7]. LSCs give rise to transient amplifying cells (TACs) that continue to proliferate at a limited capacity and migrate centripetally and apically toward the central cornea to help maintain the normal homeostasis of the corneal epithelium [8]. Due to the heterogeneous cell population of the limbus, which include TACs, terminally differentiated cells and a low number of stem cells in the limbus [9], identification of a specific LSC marker has proven to be very challenging. Two of the more well known markers are ATP-binding cassette sub-family G member 2 (ABCG2) and ΔNp63α. Both have been shown to be highly expressed at the basal and suprabasal layers of the limbus in numerous studies with little to no expression in the central and peripheral cornea [10]–[13]. Other identified LSC putative markers include N-cadherin, CCAAT-enhancer-binding protein Δ (C/EBPΔ), keratin (K) 15, integrin α9 and α-enolase [10], [14]–[18].

Despite highly localized expression in the limbal basal and suprabasal epithelium and limited expression in the cornea, many of these molecules, such as ABCG2, ΔNp63α and N-cadherin are expressed in the conjunctiva as well [9], [13], [19]. Recently, numerous mammalian gene profiling studies have examined differential gene expression in various ocular epithelia [16], [19]–[25]. However, no such study has compared all three ocular surface structures in humans as of yet.

To understand the unique microenvironment of LSCs, we performed a microarray analysis of the epithelium along with the immediate underlying stroma from the conjunctiva, cornea and limbus. We specifically included the immediate underlying stroma to identify potential LSC niche factors. We identified 146 genes that were preferentially expressed in the limbus. Gene ontology and network analyses identified several important stem cell related processes including several genes involved in two key signaling pathways, the Wnt and TGF-β/BMP pathways.

## Materials and Methods

### Human Sclerocorneal Tissue

Human sclerocorneal tissues of healthy donors were obtained from the Lions Eye Institute for Transplant and Research (Tampa, FL), the Tissue Bank International (Baltimore, MD) or the San Diego Eye Bank (San Diego, CA). The experimental protocol was evaluated and exempted by the UCLA Institutional Review Board. Only those tissues that had intact conjunctival, corneal and limbal epithelia were selected for this study. The ages of the donors ranged from 20 to 65 years. For the purpose of RNA isolation, the death to preservation time was less than 7 hours. For immunohistochemistry, death to preservation time was less than 10 hours.

### RNA Extraction and qRT-PCR

The conjunctival, corneal and limbal epithelia along with their adjacent 1/3 stroma were dissected from sclerocorneal tissues as described previously [19]. To ensure complete homogenization of tissue samples, a serrated homogenizer (Omni International, Marietta, GA) was used. Total RNA from tissues was extracted with a Qiagen RNeasy Mini Kit (Qiagen, Valencia, CA). The quantity and quality of total RNA were assessed by a NanoDrop 1000 spectrophotometer (NanoDrop, Wilmington, DE) and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Only those samples that had a RNA integrity number (RIN) >9 and exhibited minimal RNA degradation were used for subsequent experiments. The quality of the RNA was confirmed through electropherogram and nanogel analysis from the Bioanalyzer (Fig. S1).

Total RNA was reverse-transcribed using Superscript II RNase H2 reverse transcriptase (RT) (Life Technologies, Grand Island, NY) according to the manufacturer’s recommendations. The relative abundance of transcripts was detected through qRT-PCR by using a Brilliant SYBR Green qRT-PCR Master Mix (Agilent Technologies, Santa Clara, CA). The protocol used a Agilent Mx3000p real-time PCR system. Cycling conditions were as follows: an initial denaturing step of 5 minutes (m) at 94°C and subsequent 40 cycles of amplification in which each cycle consisted of 15 seconds (s) at 94°C, 30 s at 55°C and 30 s at 72°C. To generate a dissociation curve after the amplification cycles, each sample was incubated at 95°C for 1 m followed by a melting curve program (55–99°C with a 5 s hold at each temperature). The fluorescence intensity of each sample was normalized in relation to that of the housekeeping gene, glyceraldehyde-3-phosphate dehydrogenase (GAPDH). At least three independent experiments were performed on each donor and a total of 3 donors were used. The primers used for qRT-PCR are listed in Table S1.

### Microarray Hybridization and Data Analysis

Microarray methods were described previously [19], [26]. Briefly, Affymetrix U133 plus 2.0 human expression arrays (Affymetrix, Santa Clara, CA) were used and performed by the UCLA DNA Microarray Core following the standard Affymetrix GeneChip Expression Analysis protocol**.** The acquisition of array images was undertaken by using Affymetrix GeneChip Command Console 1.1 (AGCC). Subsequent raw data were analyzed using dChip software [27] with the.CEL files obtained from AGCC. We used a PM/MM difference model for estimating gene expression levels and RMA quantile approach for data normalization. Thresholds for selecting significant genes were set at a relative difference ≥2-fold, absolute difference >100 signal intensity units and p<0.05. Genes that met all three criteria were considered as significant. The acceptable false discovery rate was 5%. Analysis was performed using the Partek Genomics Software Suite (Partek, St. Louis, MI)**.** Gene ontology analysis, global functional analyses, network analyses and canonical pathway analyses were performed using the database for annotation, visualization and integrated discovery (DAVID) database, the Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Database (Kanehisa Laboratories, Kyoto, Japan) and the Ingenuity Pathway Analysis website (Ingenuity Systems, Redwood City, CA). We have deposited the raw data at Gene Expression Omnibus (GEO) under accession number GSE38190 and we can confirm all details are Minimum Information About a Microarray Experiment (MIAME) compliant.

### Immunohistochemistry

The human sclerocorneal tissues obtained from eye banks were cut into four quadrants and embedded in OCT (Sakura Finetek, Torrance, CA) on dry ice. Tissues were cut into 8 µm sections using a Leica CM3050S cryostat (Leica Microsystems, Wetzlar, Germany) and stored at −80°C. The tissue cryosections were fixed in 4% paraformaldehyde (Fisher Scientific, Hampton, NH) for 15 m and permeabilized by 0.3% Triton X-100 (Sigma-Aldrich, St. Louis, MO) in phosphate-buffered saline (PBS) (Life Technologies). Fixed slides were incubated with 5% blocking serum (Jackson ImmunoResearch Laboratories, West Grove, PA) in 1% bovine serum albumin (BSA) in PBS for 30 m, washed three times with 1% BSA/PBS and incubated with a primary antibody for 1 hour. The slides were then washed three times with 1% BSA/PBS and labeled with an appropriate secondary antibody (Life Technologies) for 1 hour. Primary and secondary antibodies used are summarized in Table S2. The nuclei were labeled with Hoechst 33342 (Life Technologies) at 0.5 µg/ml for 10 m. The slides were then washed with PBS three times and mounted in gel mount medium (Sigma-Aldrich). Pictures were taken under a 25x objective using a Zeiss fluorescent microscope (Carl Zeiss Inc., Oberkochen, Germany) and Leica TCS-SP confocal microscope (Leica Microsystems).

### Statistical Analysis

To eliminate the variation between experiments in the qRT-PCR and microarray, values were obtained from each of the three independent experiments and averaged. To allow for direct comparison between the data from the microarray experiments and that from the qRT-PCR, the gene expression values in the limbus were set to 1. The values in the other two tissue types were calculated as a ratio against that in the limbus. Bar graphs represent mean ± standard error of the mean (s.e.m.) from three separate experiments.

## Results

### Isolated RNA is Tissue Specific

Corneal, conjunctival and limbal RNA were isolated from both eyes of three healthy human donors. 

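RNA from the limbus, conjunctiva and cornea was measured on 11 Affymetrix GeneChip arrays, 1 for each sample. The deposited values are summaries of each probe set on the log2 scale. The sample labels name RMA for them and the paper's methods name a PM/MM difference model in dChip with quantile normalization, so it is not known which of these made the values. They ran from 2.13 to 14.81 log2, and the median of an array was between 5.09 and 5.15. Of 54675 probe sets, 62 Affymetrix controls and 95 of XIST, TSIX and the Y chromosome were left out, and 54518 were compared with no further normalization. A single gene was named by 41032 of them, and each of these 19740 genes was represented by its brightest probe set. Values from both eyes of donor 3 were averaged, so that 3 donors were the replicates of each tissue in 1 limma model with a term for tissue. The study's thresholds were a fold of at least 2, a difference over 100 units and p under 0.05, with an acceptable false discovery rate of 5%. The paper does not say whether its p was adjusted, and at these thresholds an unadjusted p and the difference of linear means were used here. By chance alone, 2726 probe sets would have an unadjusted p this small in each comparison, so p values adjusted by Benjamini-Hochberg, which hold the false discovery rate, are given beside them. These comparisons, 20 lists of cell type markers and 18 lists of pathway genes were fixed before the data were examined. Each list was set against all other genes with camera, a test in limma that was run with a preset correlation between genes of 0.01. The small number of arrays limits the precision of every value. All limbus values were written with 6 significant digits and all cornea values with 9 decimals, so limbus and cornea cannot be told apart from this difference in format without the conjunctiva arrays, which were of both kinds.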

There were 4 replicates for the conjunctiva and limbus samples and 3 replicates for the cornea sample. The total RNA yield from one cornea was negligible and therefore not used. To further verify the tissue specificity of the samples, the expression profiles of three well known signature genes were quantified through qRT-PCR. K12, a marker for the mature cornea epithelium, was highly expressed in the cornea compared to the limbus and conjunctiva (Fig. S2). Mucin 5AC, a conjunctiva marker, was preferentially expressed in the conjunctiva with minimal expression in the cornea and limbus (Fig. S2). K15, which is expressed in the basal epithelium of both the limbus and conjunctiva, had elevated expression in the limbus and conjunctiva tissue (Fig. S2). Based on these results, the RNA isolated was specific to each tissue type as expected and of high quality for the subsequent microarray experiment.

### Gene Expression Correlation between Samples

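Between conjunctiva and cornea, CP and PIGR had the largest rises and KERA and DNER the largest falls among genes that passed the adjusted test and changed the same way in 3 of 3 donors. PIGR, the receptor that carries antibodies across an epithelium, was higher in conjunctiva by 7.35 log2 (standard error 0.80, adjusted p = 0.0014, 3 donors per tissue). CP, which encodes the copper protein ceruloplasmin, was higher by 7.71 log2 (standard error 0.71, adjusted p = 7.18e-04). KERA, which encodes the stromal proteoglycan keratocan, was 3.24 ± 0.23 log2 (SD, n = 3 donors) in conjunctiva and 10.42 ± 0.76 (SD, n = 3) in cornea. This is a log2 fold change of -7.17 (standard error 0.75, adjusted p = 0.0012). DNER, a ligand of Notch receptors, had a log2 fold change of -5.90 (standard error 0.58, adjusted p = 9.28e-04). At an adjusted p under 0.05 from limma, 1994 probe sets were higher and 2430 were lower in conjunctiva than in cornea, on 1239 and 1560 genes (249 together without donor 1 and 681 without donor 3). Across all 54518 probe sets, Pearson's r between the mean log2 values of the tissues was 0.987 for limbus and conjunctiva, 0.958 for limbus and cornea and 0.957 for conjunctiva and cornea. Within single donors, r was 0.966 ± 0.0390 (SD, n = 3 donors), 0.950 ± 0.0126 and 0.941 ± 0.0158 for these pairs in the same order. For limbus and conjunctiva it was 0.986 in donor 1, 0.922 in donor 2 and 0.992 in donor 3. Probe sets are not independent replicates, and no test was made of these correlations.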

When the overall expression levels were compared among all three anatomic locations using pairwise scatter plot analysis, there was very high correlation between the limbus and conjunctiva (r = 0.989), while lower correlations between the limbus and cornea (r = 0.963) and conjunctiva and cornea (r = 0.959) were observed (Fig. 1A). Principal Component Analysis (PCA) was used to visually represent the total microarray data for each of the tissue replicates. The cornea replicates were tightly clustered together and distant from the adjacently clustered conjunctival and limbal groups (Fig. 1B). 

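The first 3 components of the centred log2 values held 43.6%, 21.9% and 13.3% of the variance. On the first component, the 3 cornea arrays lay between 106.42 and 110.40, the 4 limbus arrays between -50.24 and -30.96 and the 4 conjunctiva arrays between -48.06 and -16.67. In the space of these 3 components, the median distance was 152 between a cornea and a limbus array (12 pairs) and 164 between a cornea and a conjunctiva array (12 pairs). It was 45.6 between a conjunctiva and a limbus array (16 pairs), 46.8 between cornea arrays (3 pairs), 63.2 between limbus arrays (6 pairs) and 81.6 between conjunctiva arrays (6 pairs). The limbus array of donor 2 lay at -78.70 on the second component, and the other limbus arrays between -21.23 and -16.16. The conjunctiva array of donor 2 lay at 128.46 on it, and the other conjunctiva arrays between 0.02 and 18.79.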

The high correlation observed between the conjunctiva and limbus in the pairwise scatter plot was consistent with the PCA results.

**Figure 1:**
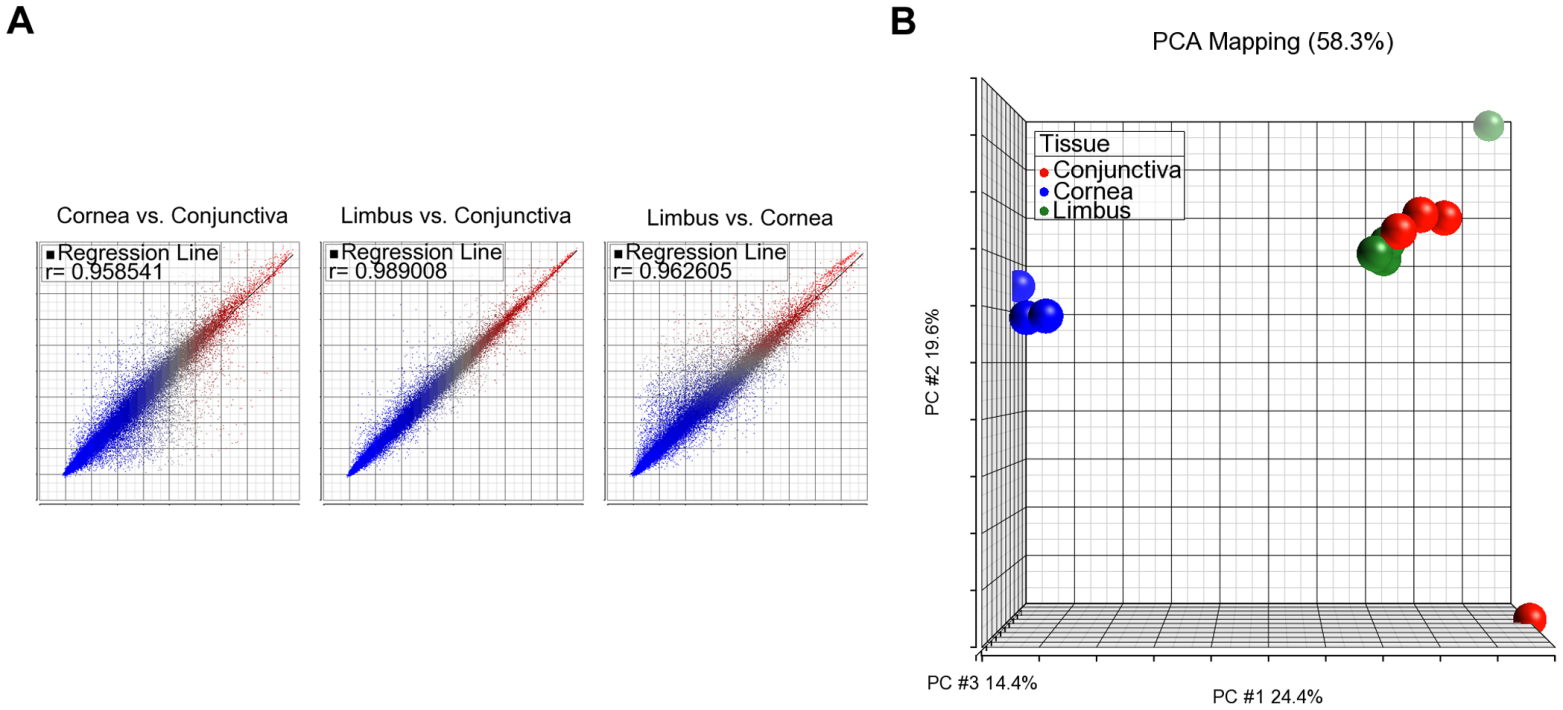
Tissue correlation of global gene expression between ocular samples. A) Pairwise scatter plots of the correlation of transcript expression between cornea, conjunctiva and limbus. High correlation was observed between the limbus and conjunctiva, r = 0.989. Lower correlation was observed between the limbus and cornea, r = 0.962, and cornea and conjunctiva, r = 0.958. B) PCA analysis between the 11 samples from the cornea, conjunctiva and limbus. Each sample was clustered into common groups based on global gene expression. High correlation was observed between the limbus (green) and conjunctiva (red) and low correlation was observed between the cornea (blue) versus the limbus and conjunctiva.

### Upregulated Transcripts in the Human Limbus

When we compared the expression levels of transcripts from the limbus to that in the cornea, 2284 transcripts were found to be upregulated in the limbus, whereas 488 transcripts were overexpressed in the comparison between the limbus and conjunctiva. 

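TYRP1, OSR2, POSTN, CXCL12 and SLC40A1 were among the 10 genes with the largest rise from cornea to limbus. TYRP1, which encodes an enzyme of melanin synthesis, was 12.19 ± 0.29 log2 (SD, n = 3 donors) in limbus and 5.05 ± 0.95 (SD, n = 3) in cornea. This is a log2 fold change of 7.14 (standard error 0.59, adjusted p = 7.10e-04). OSR2, a transcription factor, was higher by 6.64 log2 (standard error 0.37, adjusted p = 2.18e-04), and POSTN, which encodes the matrix protein periostin, by 6.62 (standard error 0.62, adjusted p = 0.0011). The chemokine gene CXCL12 was higher by 5.93 log2 (standard error 0.52, adjusted p = 8.89e-04), and SLC40A1, which encodes the iron exporter ferroportin, by 5.76 (standard error 0.24, adjusted p = 5.10e-05). All of these were higher in limbus in 3 of 3 donors. The largest falls were those of ANO4, at -4.76 log2 (standard error 0.41, adjusted p = 8.52e-04), FSIP1, at -4.43 (standard error 0.39, adjusted p = 8.94e-04), and CREG2, at -3.98 (standard error 0.29, adjusted p = 4.62e-04). Against conjunctiva, 3 genes were higher in limbus at an adjusted p of 0.0419, each in 3 of 3 donors. CYTL1, which encodes a secreted cytokine-like protein, was higher by 6.47 log2 (standard error 0.58), and FA2H, an enzyme of sphingolipid synthesis, by 2.41 (standard error 0.20). The third, PRR16, was higher by 2.02 log2 (standard error 0.18) and was chosen after its values were seen. FA2H was lower in limbus than in cornea (log2 fold change -2.02, adjusted p = 0.0013), and CYTL1 was higher (2.50, adjusted p = 0.0300). At the study's thresholds, 1427 probe sets were higher and 746 lower in limbus than in cornea, and 464 were higher and 303 lower than in conjunctiva. At an adjusted p under 0.05 from limma, 2626 were higher and 3597 lower than in cornea (6223 together), on 1649 and 2419 genes. The 3 genes above were the only ones called against conjunctiva, where 2953 probe sets were higher and 3528 lower by the unadjusted p. With donor as a block no probe set was called against conjunctiva, nor without donor 1 or donor 3, and at the study's thresholds 166 were higher than conjunctiva without donor 2. With number format as a term on all 11 arrays, chosen after the data were seen, 329 were called against cornea and 0 against conjunctiva, where 11 arrays without the term gave 9229 and 138. That term rests on 1 conjunctiva array in the limbus format set against the other conjunctiva arrays. This makes both comparisons less precise, so the loss of calls cannot be read as an effect of format. Against cornea, 159 were called without donor 1 and 39 without donor 3. Of 174 named genes that were called, 146 and 166 were then no longer past the threshold.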

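Markers of vessels, stroma and pigment cells were higher in limbus than in cornea. Of 19 genes of blood vessel endothelium, 15 were higher and 0 lower (18 higher when adjusted over the list alone), with a median log2 fold change of 2.15. Among them, PECAM1, an adhesion molecule of endothelial junctions, was higher by 5.41 log2 (standard error 0.35, adjusted p = 3.27e-04), and CLDN5, a claudin of endothelial tight junctions, by 3.24 (standard error 0.23, adjusted p = 4.59e-04). Of 14 genes of stromal fibroblasts, 10 were higher (12 adjusted over the list alone), including the matrix gene FBLN1 at 3.89 log2 (standard error 0.39, adjusted p = 0.0014). Melanocyte genes were higher for 7 of 11 (10 higher and 1 lower adjusted over the list alone), including MITF, the main transcription factor of the lineage, at 3.67 log2 (standard error 0.26, adjusted p = 4.59e-04). Pericyte and smooth muscle genes were higher for 9 of 16 (11 adjusted over the list alone), and SYNPO2, an actin-binding protein of muscle, was higher by 4.65 log2 (standard error 0.29, adjusted p = 3.09e-04). Of 15 genes of the conjunctival surface epithelium, 7 were higher (9 higher and 1 lower adjusted over the list alone), led by the mucosal keratin KRT13 at 5.50 log2 (standard error 0.36, adjusted p = 3.43e-04). Members also passed the test for T lymphocytes (6 of 14), mast cells (4 of 8), Schwann cells and nerve (4 of 10) and lymphatic endothelium (3 of 9), with 8, 6, 4 and 3 adjusted over the list alone, where 1 mast cell gene was lower. Macrophages and dendritic cells had 2 of 16 (10 adjusted over the list alone), and trabecular meshwork and ciliary body 2 of 10 (3 adjusted over the list alone). Of 13 putative limbal stem cell markers, 7 were higher and 2 lower, with the same counts adjusted over the list alone. Each of these 12 lists was called higher by camera, at an adjusted p from 2.73e-15 for blood vessel endothelium to 0.0287 for nerve (adjusted p = 0.154 to 0.258 with an estimated correlation). The median of the nerve list was -0.03 beside a mean of 1.36. The corneal epithelium list had 2 of 9 lower and 1 higher (6 and 1 adjusted over the list alone). Camera called it lower (adjusted p = 0.0219, adjusted p = 0.258 with an estimated correlation), with 0.0601 without the limbus array of donor 2. TKT, which encodes transketolase, a corneal crystallin, had a log2 fold change of -1.52 (standard error 0.29, adjusted p = 0.0156), and AQP5, a water channel, was higher by 4.79 (standard error 0.79, adjusted p = 0.0092). Goblet cells (adjusted p = 0.0759) and corneal endothelium (0.0825) were not called, and with donor as a block they were (0.0366 and 0.0485), as goblet cells were without the limbus array of donor 2 (0.0275). The lists of B lymphocytes and plasma cells (0.115), keratocytes (0.204), erythrocytes (0.578), lacrimal gland (0.578) and skeletal muscle (0.664) were not called. For the lacrimal gland list the median was -0.16 and the mean 0.44, and for skeletal muscle both were below 0 (-0.02 and -0.04) where the direction of the test was up. The goblet, keratocyte, erythrocyte and muscle lists each had 1 member lower, B lymphocytes had 2 higher and 1 lower, keratocytes 2 higher and corneal endothelium 1 higher.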

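Against conjunctiva, all 11 keratocyte genes had higher means in limbus and all 15 genes of the conjunctival surface epithelium lower ones, and 0 of either list passed the test adjusted over all genes. PTGDS, a prostaglandin synthase made by keratocytes, was 13.48 ± 0.91 log2 (SD, n = 3 donors) in limbus and 9.13 ± 0.38 (SD, n = 3) in conjunctiva. Its log2 fold change was 4.34 (standard error 0.57, adjusted p = 0.103), and that of KERA was 6.14 (standard error 0.75, adjusted p = 0.0929), each higher in 3 of 3 donors without passing the adjusted test. MYOC, which encodes myocilin of the trabecular meshwork, had a log2 fold change of 6.94 (standard error 1.42, adjusted p = 0.189). For the keratocyte list, 5 of 11 genes were higher when adjusted over the list alone, and camera called it higher (adjusted p = 3.67e-08, adjusted p = 0.241 with an estimated correlation). The trabecular meshwork and ciliary body list had 4 of 10 (1.66e-05, adjusted p = 0.242 with an estimated correlation). In the limbus array of donor 2 it averaged 11.41 log2 beside 9.09 to 9.27 in the other limbus arrays. The conjunctival surface epithelium list was called lower, with 1 of 15 lower adjusted over the list alone (2.03e-05, adjusted p = 0.345 with an estimated correlation). KRT7, a keratin of simple epithelia, had a log2 fold change of -2.75 (adjusted p = 0.226). Lists of pericytes and smooth muscle (adjusted p = 1.01e-04), blood vessel endothelium (3.28e-04), stromal fibroblasts (0.0015), corneal epithelium (0.0134), corneal endothelium (0.0134) and mast cells (0.0177) were called higher (adjusted p = 0.345 to 0.491 with an estimated correlation). Adjusted over the list alone, 0, 0, 0, 3, 2 and 1 of their genes were higher. Without the limbus array of donor 2, the adjusted p was 0.0570 for fibroblasts and 0.171 for corneal endothelium. Without the conjunctiva array of donor 2 it was 0.305 for fibroblasts, 0.131 for blood vessel endothelium and 0.121 for mast cells. Not called were goblet cells (adjusted p = 0.0583), T lymphocytes (0.0583), putative limbal stem cell markers (0.0651), Schwann cells and nerve (0.0753) and lacrimal gland (0.104). The others not called were melanocytes (0.163), macrophages and dendritic cells (0.319), erythrocytes (0.462), lymphatic endothelium (0.639), B lymphocytes and plasma cells (0.697) and skeletal muscle (0.856, with a median of 0.07, a mean of -0.16 and a direction of down). Without the conjunctiva array of donor 2, goblet cells (0.0099), lymphatic endothelium (0.0228), nerve (0.0392) and limbal stem cell markers (0.0440) were called, and macrophages were without either array of donor 2 (0.0031 for conjunctiva and 0.0215 for limbus). No gene of any of the 20 lists was called against conjunctiva when adjusted over all genes in limma.

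**Figure D1:**
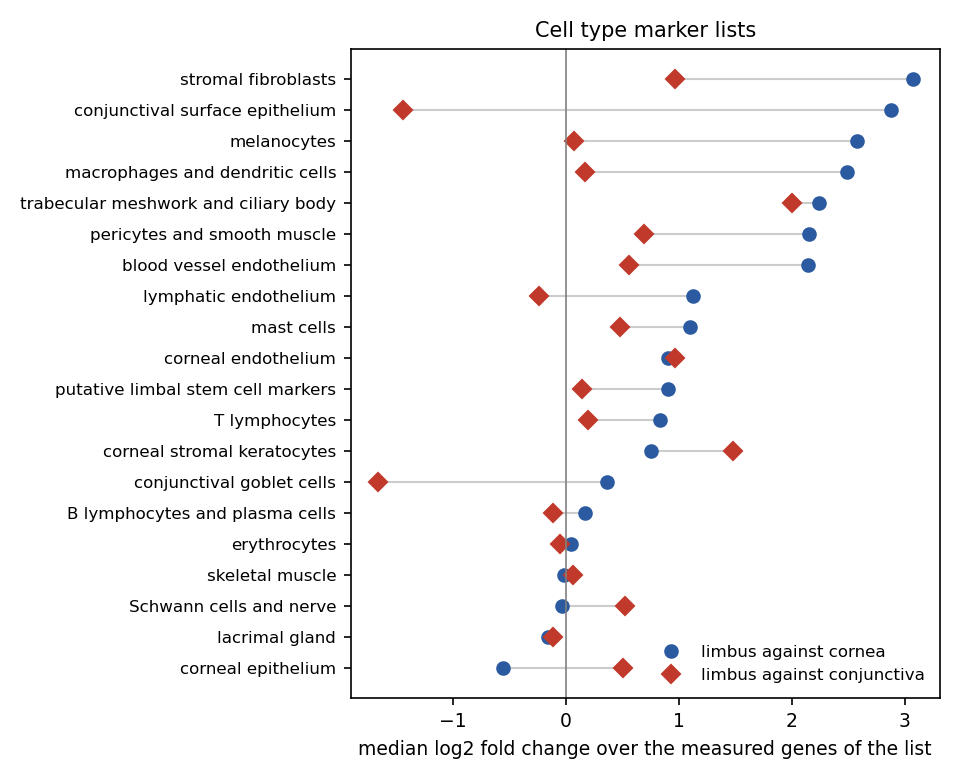
Median log2 fold change of the measured genes of each of 20 cell type lists, for limbus against cornea (blue circles) and for limbus against conjunctiva (red diamonds), from means of 3 donors per tissue. Blood vessel endothelium lies at 2.15 against cornea and 0.55 against conjunctiva, and conjunctival surface epithelium at 2.88 and -1.44.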

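TNC, CDO1, CDH11, ANGPT1 and KCNE4 were among the 10 genes with the largest smaller fold of those higher in limbus than in both neighbouring tissues. TNC, which encodes the matrix glycoprotein tenascin-C, was 9.64 ± 1.52 log2 (SD, n = 3 donors) in limbus, 4.84 ± 0.28 in cornea and 5.32 ± 0.93 in conjunctiva. TNC had a log2 fold change of 4.80 against cornea (standard error 0.72, adjusted p = 0.0064) and 4.33 against conjunctiva (standard error 0.72, adjusted p = 0.142), and it was higher in 3 of 3 donors in both. CDH11, a cadherin of mesenchymal cells, had log2 fold changes of 3.56 (standard error 0.63, adjusted p = 0.0119) and 4.12 (standard error 0.63, adjusted p = 0.120). ANGPT1, a ligand of the endothelial receptor TEK, had 4.00 (standard error 0.65, adjusted p = 0.0086) and 3.55 (standard error 0.65, adjusted p = 0.153). CDO1, an enzyme that oxidises cysteine, KCNE4, a subunit of potassium channels, and ADRA1A, an adrenergic receptor, were higher than cornea by 5.52, 3.74 and 3.01 log2 (adjusted p = 0.0288, 0.0149 and 0.0215). Their log2 fold changes against conjunctiva were 3.64, 3.53 and 3.64 (adjusted p = 0.345, 0.184 and 0.149). SERPINA3, a protease inhibitor, and RBP4, the carrier of retinol, had log2 fold changes of 3.50 and 3.04 against cornea (adjusted p = 0.0768 and 0.0644) and 4.08 and 3.09 against conjunctiva (adjusted p = 0.258 and 0.281). In all, 243 probe sets passed the study's thresholds in both comparisons, on 179 named genes, and 16 were lower in both. Both comparisons share the limbus values, and in 100 simulations with no difference between tissues and with tissues of separate donors the overlap averaged 17.5 and reached 32 at most. Their lists averaged 72.8 and 72.7 probe sets, and each probe set varied on its own, without shifts shared across an array. These values are therefore no bound for the overlap of lists of 1427 and 464, for which independent lists would give 12.1. The tissues came from the same donors, and when they were exchanged only within donors 9 of 100 splits, the real one included, gave as many as 243 (highest other 602). Each of these 9 had 1 whole tissue in the place of limbus, so this share cannot decide whether chance gives as many. With different limbus arrays for each comparison, a pair in each, and all 11 arrays as replicates, 76 to 205 passed both over 6 ways to split the arrays. Both eyes of donor 3 are among the limbus arrays, so that donor either was in both pairs or made up a pair alone. No value without a difference was run for this count. With an adjusted p under 0.05 in both comparisons, 1 of the 243 was left, that of CYTL1. Without donor 2 in any tissue 61 passed both, and without only its limbus array 76 did, 73 of them among the 243. With number format as a term on all 11 arrays 52 passed, 38 of them among the 243, where 11 arrays without the term gave 231. The term rests on 1 conjunctiva array in the limbus format, which makes the fit less precise, so this loss cannot be read as an effect of format. The fits with this term and without the limbus array were chosen after the data were seen. ANGPT1, CDO1, ADRA1A and RBP4 were no longer past the thresholds without that array, nor were ANGPT1, ADRA1A and RBP4 without donor 2 in any tissue, or CDO1 without donor 1 or the conjunctiva array of donor 2.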

Combining the data sets by utilizing a Venn diagram, we identified 216 transcripts that were differentially expressed in the limbus against those in both the cornea and conjunctiva (Fig. 2A). Of those 216 differentially expressed transcripts, 146 were known protein-encoding genes. 

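The 179 genes included F2RL2, SERPING1, TIMP2, ZEB1 and TWIST1. F2RL2, a receptor of the thrombin receptor family, was higher than in cornea by 4.96 log2 (standard error 0.72, adjusted p = 0.0057, 3 of 3 donors). SERPING1, which encodes the inhibitor of complement C1, was higher by 3.22 (standard error 0.46, adjusted p = 0.0054), and TIMP2, an inhibitor of matrix metalloproteinases, by 2.82 (standard error 0.41, adjusted p = 0.0059). The transcription factors ZEB1 and TWIST1, regulators of mesenchymal state, were higher by 2.73 (standard error 0.52, adjusted p = 0.0157) and 1.97 (standard error 0.47, adjusted p = 0.0329). Against conjunctiva, the log2 fold changes of these 5 genes were 2.66, 1.55, 1.14, 1.82 and 1.25, at adjusted p values from 0.258 to 0.373. TIMP2 and TWIST1 were no longer past the study's thresholds in both comparisons without the limbus array or without the conjunctiva array of donor 2, and without donor 2 in any tissue F2RL2 still passed and SERPING1, TIMP2, ZEB1 and TWIST1 did not. Of the 243 probe sets, 219 named a single gene, 6 named several and 18 named none, and 176 of the 179 genes were protein-coding (50 protein-coding genes without donor 2).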

A heatmap of the 216 transcripts from all 11 tissue samples confirms the specific expression of these transcripts in the limbus (Fig. 2B). Similar expression patterns were observed among the samples from the same anatomical location, indicative of a fairly consistent expression profile among different donors. 

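The limbal transcripts were highest in the limbus array of donor 2. Averaged over the 243 probe sets, the limbus arrays lay at 8.34 log2 in donor 1, 9.80 in donor 2 and 8.40 and 8.36 in the left and right eye of donor 3. Conjunctiva arrays lay at 7.31, 6.17, 7.35 and 7.37 in the same order, and cornea arrays at 6.30, 6.15 and 6.01. For 204 of the 243 (84.0%), all 3 limbus donor values were above the 6 others, which held for 1942 of all probe sets (3.56%, where a random order of independent donor values gives 1.19%). For 226 (93.0%), the highest of the 11 arrays was the limbus of donor 2. The median difference between limbus and conjunctiva was 0.76 log2 in donor 1, 3.41 in donor 2 and 0.88 and 0.85 in the left and right eye of donor 3. Only that right eye had both values in the same number format. A 2-fold difference was reached by 90, 243, 103 and 97 of the probe sets in these pairs. Without the limbus array of donor 2, all 243 were still higher on average than in both tissues, and 165 were so by at least 2-fold. Among the genes that passed the thresholds without it, TNC had log2 fold changes of 3.93 against cornea and 3.45 against conjunctiva, CDH11 of 2.95 and 3.51, and KCNE4 of 3.17 and 2.96. GPHA2, a hormone subunit, had 2.39 and 2.99. Of the 10 genes with the largest smaller fold over all arrays, ANGPT1, CDO1, ADRA1A, RBP4 and FRZB no longer passed. The median against conjunctiva was 1.67 log2 over the 243, 1.20 without the limbus array of donor 2, 1.30 without the conjunctiva array of donor 2 and 0.80 without donor 2 in any tissue. The probe sets were picked on these same arrays.

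**Figure D2:**
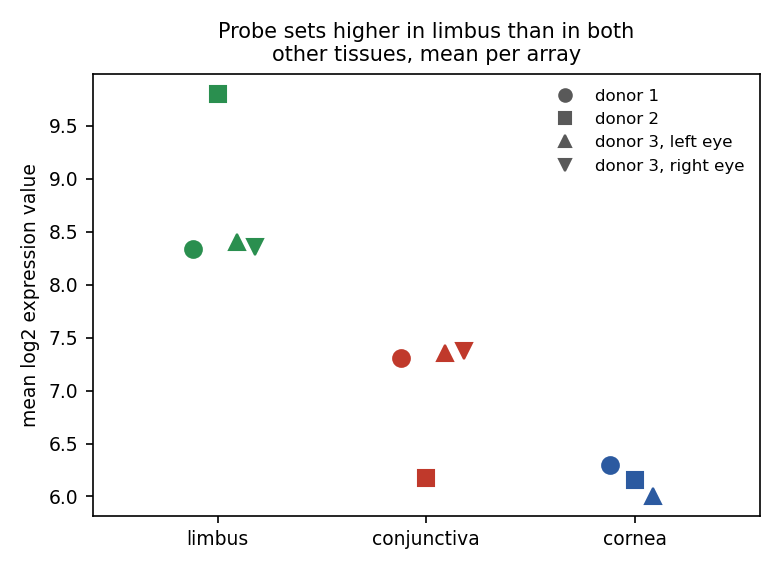
Mean log2 value per array of the 243 probe sets that were higher in limbus than in both other tissues, with 1 point for each of 11 arrays. The limbus arrays lie at 8.34, 9.80, 8.40 and 8.36 and all other arrays at 7.37 or below.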

The top expressing genes from our list of 146 upregulated limbal genes were segregated based on biological cell functions and summarized in Table 1. The biological groups were ranked according to the number of gene hits per class from highest to lowest. We identified several genes upregulated in the limbus that are involved in important biological cell processes, such as cell adhesion, proliferation, mobility, differentiation and wound healing. Furthermore, two key signaling pathways, the Wnt and TGF-β/BMP pathways, had multiple components that were present in the 146 limbal gene list.

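Genes of adhesion, wound healing and proliferation in Table 1 were higher in limbus than in both other tissues for most members. Within the adhesion group, SRPX, a secreted matrix protein, was higher than in cornea by 6.10 log2 (standard error 0.57, adjusted p = 0.0011), and SVEP1, a large adhesion protein, by 3.65 (standard error 0.74, adjusted p = 0.0185). Against conjunctiva their log2 fold changes were 1.52 and 2.64 (adjusted p = 0.372 and 0.270), in 3 of 3 donors. Past the study's thresholds in both comparisons were 18 of 24 measured genes of adhesion, 11 of 14 of wound healing, 10 of 13 of proliferation and 4 of 8 of migration. The counts were 5 of 8 for differentiation, 5 of 5 for TGF-β signaling and 3 of 3 for Wnt signaling. At an adjusted p under 0.05 against cornea, 17, 10, 8, 3, 5, 3 and 3 of them were higher in the same order (23, 14, 13, 7, 6, 5 and 3 adjusted over the list alone). Against conjunctiva 0 of each were (20, 14, 13, 7, 6, 5 and 3 adjusted over the list alone). Camera called each group higher in both comparisons, at an adjusted p from 5.35e-16 for adhesion to 6.95e-04 for Wnt signaling against cornea (adjusted p = 0.0765 to 0.0809 with an estimated correlation). Against conjunctiva it was 1.68e-16 to 2.22e-04 (adjusted p = 0.0576 with an estimated correlation). The study chose these lists on these samples, so the counts adjusted over the list alone are not independent evidence of their direction. Over the whole table, 53 of 59 distinct genes were measured, 52 were higher on average in limbus than in both tissues and 41 passed the study's thresholds in both comparisons. Without the limbus array of donor 2, the groups in the order above had 8, 7, 3, 2, 2, 3 and 2 genes past the thresholds in both, 20 over the table. Without its conjunctiva array they had 11, 7, 8, 2, 4, 5 and 3 (29 over the table), and without donor 2 in any tissue 6, 5, 1, 0, 1, 2 and 0 (13). SRPX did not pass in any of these fits, nor without donor 3, and SVEP1 passed in each. COL13A1 was the exception in direction, with log2 fold changes of -0.12 and -0.19. In 48 of the 53 genes the limbus array of donor 2 was the highest of the 11 arrays.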

**Figure 2:**
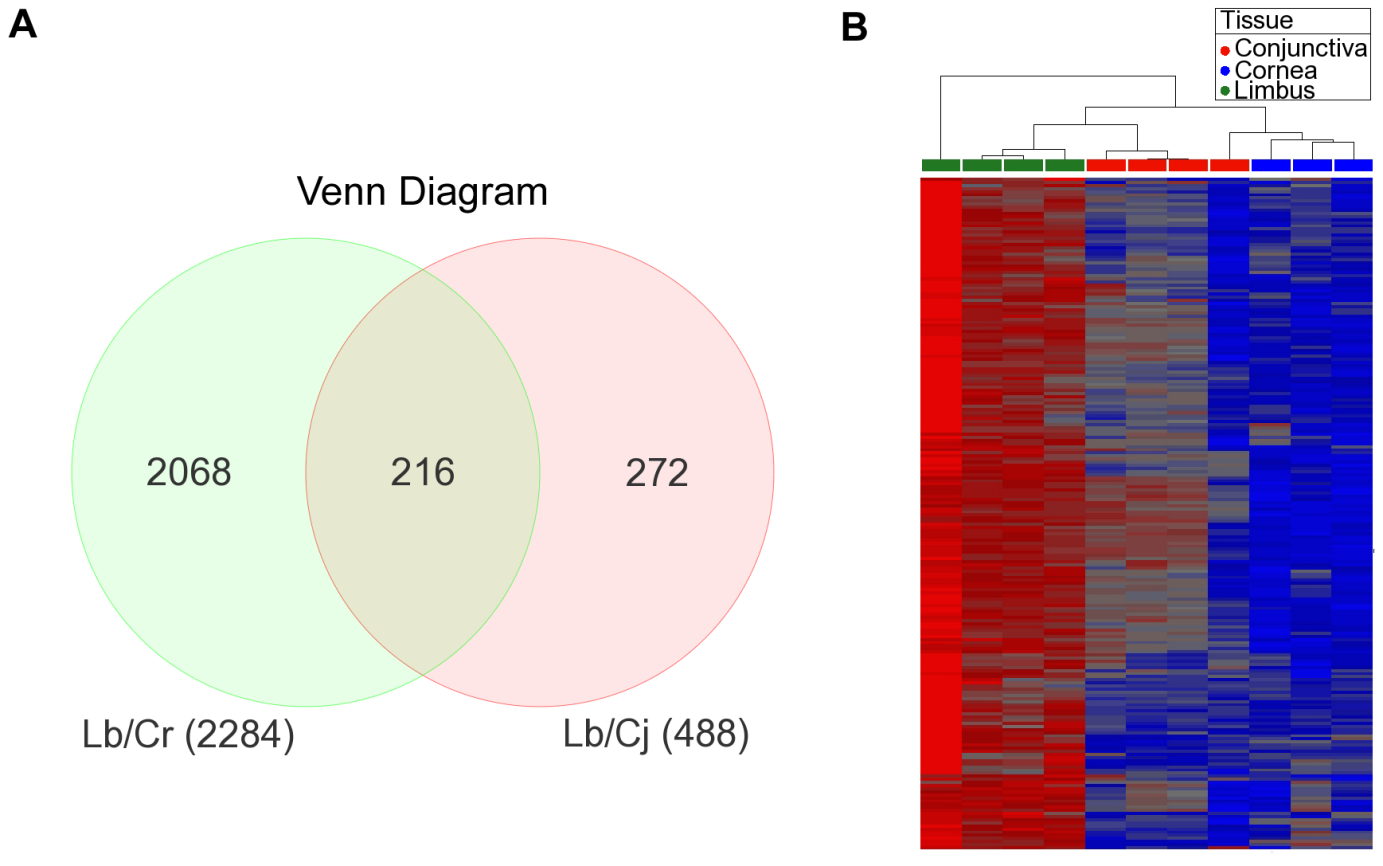
Analysis of preferential transcription in the limbus compared to the cornea and conjunctiva. A) Venn diagram of 216 preferentially expressed limbal transcripts (including unknown and overlapping probes) between the limbal over corneal and conjunctival transcripts. B) Heat map of the 216 preferentially expressed limbal transcripts (including unknown and overlapping probes) between the limbal over corneal and conjunctival transcripts categorized by anatomical tissue. Red signifies overexpression and blue signifies underexpression.

**Table 1:** Preferentially Expressed Limbal Genes Grouped by Biological Function.

Gene Category	List Hits	Genes	P-value
cell adhesion	24	ACTN1; AEBP1; CD93; CDH11; CDH19; CNTN3; COL12A1; COL13A1; COL16A1; COL24A1; EMCN; ECM2; FERMT2; FBLN5; FN1; ITGA10; POSTN; SPP1; SRPX; SVEP1;THBS4; TNC; TNN; VCAM1	2.20E−08
wound healing	15	DARC; CFH; CDO1; EPHA3; F2R; F2RL2; FGF2; FBLN5; FN1; MAP1B; SERPINA3; SERPING1; SPP1; TIMP3; TNC	1.70E−04
cell proliferation	15	AXIN2; BMP4; CCL14/15; EDNRA; F2R; FGF18; FGF2; ID4; PRRX1; PTGER2; PTN;RBP4; TIMP2; VCAM1; ZEB1	7.40E−03
cell migration	9	DCLK1; ENPEP; FGF2; FN1; TNN; THBS4; TNN; TWIST1; VCAM1	2.60E−03
cell differentation	9	ANGPT1; BMP4; COL13A1; DCLK1; FGF2; FHL1; FRZB; NTRK3; TWIST1	1.90E−02
TGF-β signaling pathway	5	BMP4; FMOD; ID4; LTBP2; THBS4	3.00E−02
WNT signaling pathway	4	AXIN2; FRZB; FZD7; PITX2	5.90E−02

### Confirmation of Selected Upregulated Genes in the Limbus

To further validate our microarray data, we examined nine differentially expressed limbal genes by qRT-PCR for secreted frizzled-related protein 3 (SFRP3) or frizzled-related protein (FRZB), frizzled-7 (FZD7), tenascin-C (TNC), axin-2, kruppel-like factor 15 (KLF15), fibromodulin, endomucin, pituitary homeobox 2 (PITX2) and neurotrophic tyrosine kinase receptor type 3 (TRKC). All nine genes displayed similar expression patterns in the three tissue types by microarray and qRT-PCR (Fig. 3).

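On the arrays, 8 of these genes had lower means in both cornea and conjunctiva than in limbus. As a ratio to limbus, FRZB was 0.183 ± 0.155 (SD, n = 3 donors) in conjunctiva and 0.0944 ± 0.0704 (SD, n = 3) in cornea, and TNC was 0.0923 ± 0.0804 and 0.0504 ± 0.0387. FZD7 was 0.392 ± 0.226 in conjunctiva and 0.230 ± 0.126 in cornea, and AXIN2, a feedback inhibitor of Wnt signaling, was 0.423 ± 0.193 and 0.272 ± 0.137 (SD, n = 3 in each tissue). KLF15 was 0.401 ± 0.179 and 0.237 ± 0.0195, and fibromodulin (FMOD) was 0.246 ± 0.202 and 0.241 ± 0.179. NTRK3, the gene of TRKC, was 0.305 ± 0.0616 and 0.132 ± 0.0786, and endomucin (EMCN), a sialomucin of vessel endothelium, was 0.743 ± 0.519 and 0.137 ± 0.126. The log2 fold change of limbus against cornea was 4.01 for FRZB (standard error 0.90, adjusted p = 0.0269), and 2.32 for FZD7 (standard error 0.40, adjusted p = 0.0106). It was 2.01 for AXIN2 (standard error 0.37, adjusted p = 0.0133) and 2.08 for KLF15 (standard error 0.30, adjusted p = 0.0057). NTRK3 had 3.08 (standard error 0.34, adjusted p = 0.0020), EMCN 3.28 (standard error 0.55, adjusted p = 0.0099) and FMOD 2.56 (standard error 0.76, adjusted p = 0.0642). At an adjusted p under 0.05, 7 of the 8 were thus higher than in cornea (8 adjusted over the list alone) and 0 higher than in conjunctiva (7 adjusted over the list alone). The study chose the genes on these samples, so the list is not independent evidence. Camera called the group higher than in cornea (adjusted p = 2.16e-08, adjusted p = 0.0765 with an estimated correlation) and than in conjunctiva (3.06e-09, adjusted p = 0.0576 with an estimated correlation). EMCN was higher than in conjunctiva in 2 of 3 donors by its brightest probe set (log2 fold change 0.80, adjusted p = 0.585). Both of its other probe sets, at 1.65 and 1.25, passed the study's thresholds. By the brightest probe set, 7 of the 8 genes passed these thresholds in both comparisons. Without the limbus array of donor 2 this was 6 (FRZB lost), and without its conjunctiva array 7. Without donor 2 in any tissue it was 4 (FRZB, FZD7 and AXIN2 lost). The ratio rests on few arrays, and FRZB, TNC and FMOD varied most between donors in limbus (SD of 2.22, 1.52 and 1.49 log2).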

**Figure 3:**
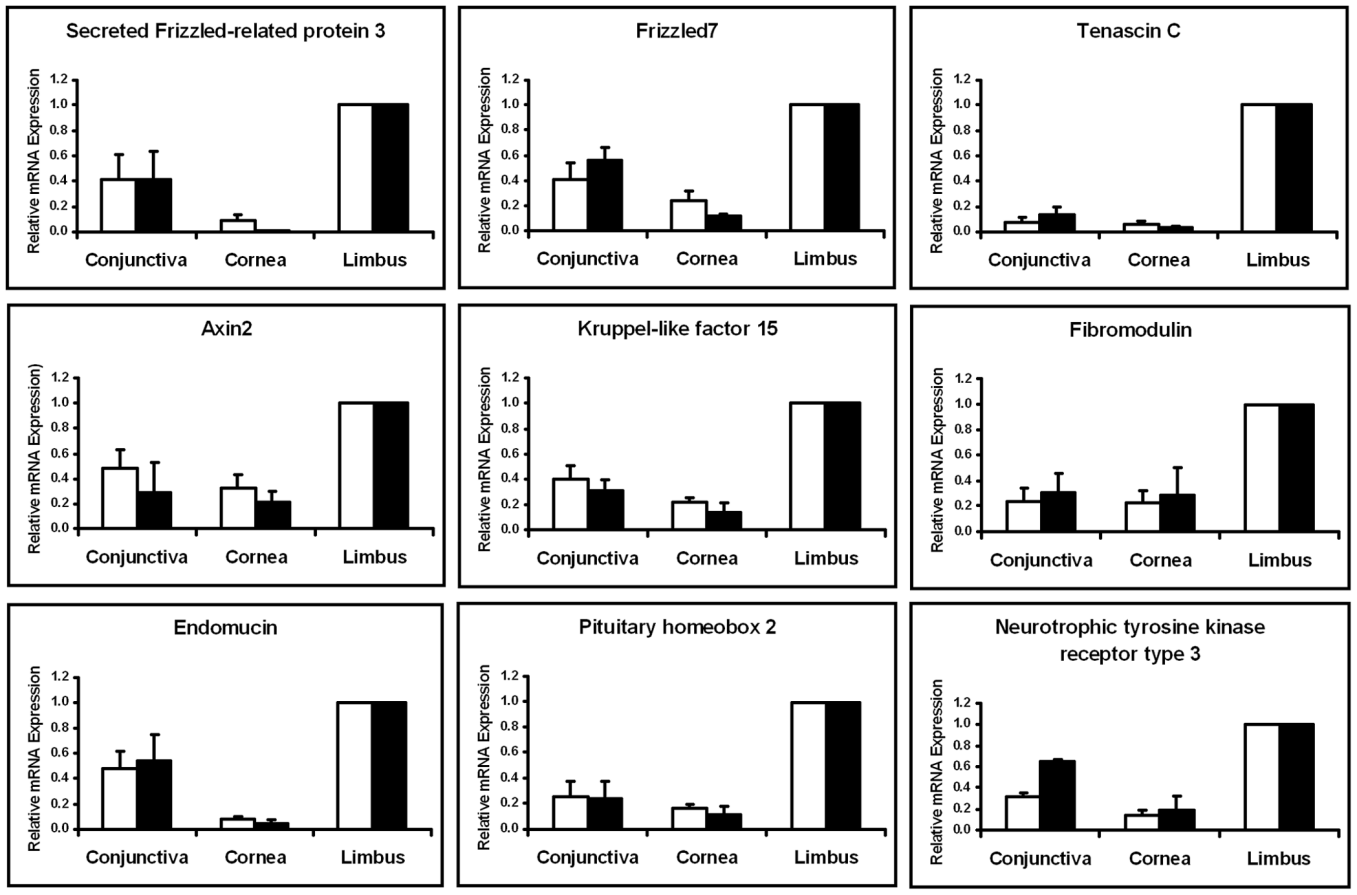
Comparison of mRNA expression levels between microarray and qRT-PCR of selected transcripts. All 9 transcripts were preferentially expressed in the limbus and minimally expressed in the cornea and conjunctiva. White bars represent the microarray results and black bars represent the qRT-PCR results. Similar expression patterns were observed between the microarray and qRT-PCR.

In addition to analyzing the nine upregulated limbal genes from the microarray, we also compared the expression profiles of several of the known putative LSC markers such as ABCG2, K15, integrin α9, C/EBPΔ and N-cadherin. None of the markers were among the 146 limbal genes due to high marker expression in the conjunctiva (Fig. S3). However, when the relative expression was compared between the limbus and cornea only, we noted overexpression of these markers in the limbus (Fig. S3). In addition, the mature corneal epithelial marker pair, K3/12, had the highest expression in the cornea.

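Against conjunctiva, the putative LSC markers differed in direction. ABCG2, a membrane transporter that marks side population cells, was 5.68 ± 0.50 log2 (SD, n = 3 donors) in limbus and 4.83 ± 0.41 (SD, n = 3) in conjunctiva. This is a log2 fold change of 0.85 (standard error 0.28, adjusted p = 0.330). KRT15, the gene of K15, a keratin of basal cells, was 13.73 ± 0.07 and 13.16 ± 0.20, a log2 fold change of 0.57 (standard error 0.37, adjusted p = 0.567). Its conjunctiva to limbus ratio was 0.681 ± 0.118 (SD, n = 3 donors). ITGA9, the gene of integrin α9, was 6.63 ± 0.30 in limbus and 7.64 ± 0.67 in conjunctiva, a log2 fold change of -1.01 (standard error 0.33, adjusted p = 0.325), and no donor had more in limbus. CEBPD, the gene of C/EBPΔ, and CDH2, the gene of N-cadherin, had log2 fold changes of -0.15 each (standard errors 0.28 and 0.95, adjusted p = 0.861 and 0.963). None of the 5 was higher than conjunctiva at the study's thresholds, and limma called 0 of them (1 higher and 1 lower adjusted over the list alone). The study named these markers beside its own results, so the list is not independent evidence. Camera gave the list an adjusted p of 0.783 in this comparison.

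**Figure D3:**
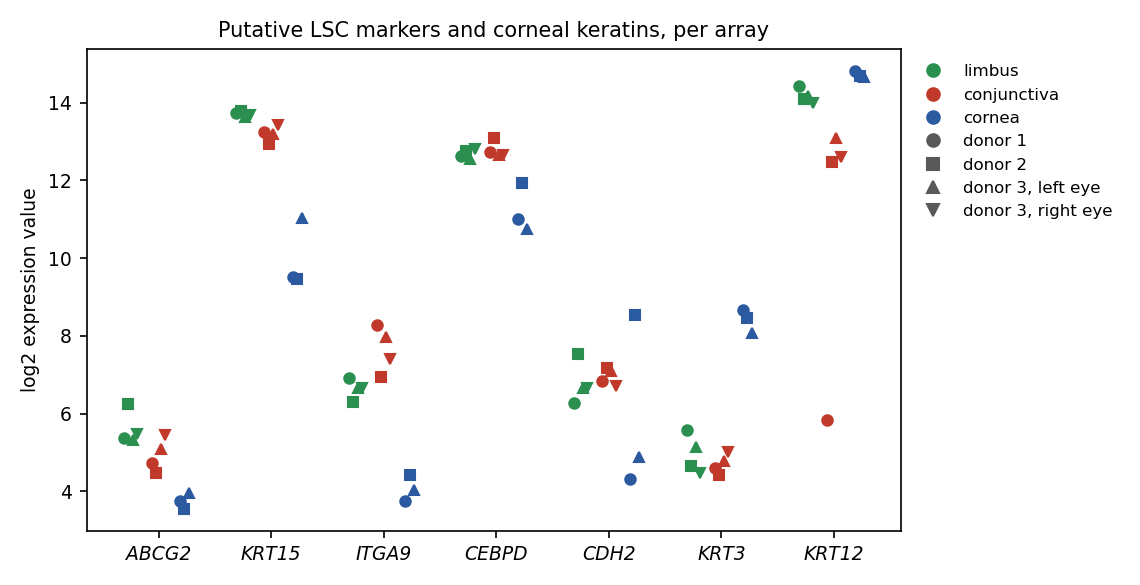
Log2 values on each of 11 arrays of 5 putative LSC markers and of KRT3 and KRT12, with colour for tissue and symbol for donor and eye. KRT15 has tissue means of 13.73 in limbus, 13.16 in conjunctiva and 10.00 in cornea.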

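Against cornea, 4 of the 5 markers were higher in limbus, each in 3 of 3 donors. KRT15 was 10.00 ± 0.89 log2 (SD, n = 3 donors) in cornea, so that limbus was higher by 3.73 (standard error 0.37, adjusted p = 0.0014). ITGA9 was higher by 2.55 (standard error 0.33, adjusted p = 0.0037), ABCG2 by 1.92 (standard error 0.28, adjusted p = 0.0060) and CEBPD by 1.44 (standard error 0.28, adjusted p = 0.0161). CDH2 had a log2 fold change of 0.90 (standard error 0.95, adjusted p = 0.583) and was higher in 2 of 3 donors. Its corneal values ranged widely (5.92 ± 2.29 log2, SD, n = 3), with 8.55 in donor 2 and 4.32 and 4.90 in the other donors, and without donor 2 the log2 fold change of CDH2 was 1.86 and passed the adjusted test. The count was also 4 when adjusted over the list alone, and camera called the list higher (adjusted p = 2.01e-05, adjusted p = 0.0525 with an estimated correlation). From the levels of these markers in conjunctiva, the paper reasons that they fall outside its list of limbal genes (Fig. S3).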

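The pair of corneal keratins behaved differently on the arrays. KRT3, the gene of K3, was 5.01 ± 0.50 log2 (SD, n = 3 donors) in limbus, 4.64 ± 0.24 (SD, n = 3) in conjunctiva and 8.41 ± 0.30 (SD, n = 3) in cornea. Its log2 fold change of limbus against cornea was -3.39 (standard error 0.26, adjusted p = 5.96e-04), and no donor had more in limbus. KRT12, the gene of K12, was 14.20 ± 0.20 log2 (SD, n = 3) in limbus and 14.72 ± 0.08 (SD, n = 3) in cornea. Its log2 fold change was -0.52 (standard error 1.56, adjusted p = 0.867), with cornea higher in 3 of 3 donors. This standard error is pooled over the tissues and includes the wide spread in conjunctiva, and in a fit of limbus and cornea alone it was 0.14 (adjusted p = 0.0511). In conjunctiva KRT12 was 10.39 ± 3.95 log2 (SD, n = 3), and the log2 fold change of limbus against it was 3.81 (standard error 1.56, adjusted p = 0.397). KRT12 was within 0.14 log2 of the highest value of each cornea array, where the array limits how far a difference can be read.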

### Confirmation of Upregulated Limbal Transcripts at the Protein Level

We next examined the spatial protein expression patterns of selected genes that were preferentially expressed in the limbus by immunohistochemistry in human ocular tissue sections. We observed specific expression of PITX2, FZD7 and TNC in the limbus. The majority of PITX2 was detected at the basal and suprabasal layer of the epithelium (Fig. 4B). Confocal microscopy confirmed that PITX2 was concentrated in the cytoplasm of basal and suprabasal epithelial cells, with a few cells containing PITX2 nuclear localization (Fig. 4B, insert). Minimal expression was observed in the cornea and the conjunctiva (Fig. 4A,C). FZD7 had distinct expression in the basal epithelial layer of the limbus (Fig. 4E) and minimal expression in the basal corneal and conjunctival epithelium (Fig. 4D,F). TNC was also specifically present in the subepithelial stroma in a linear fashion along the limbus (Fig. 4H), with very weak expression in the cornea and minor expression in the suprabasal and superficial layers of the conjunctiva (Fig. 4G, I).

**Figure 4:**
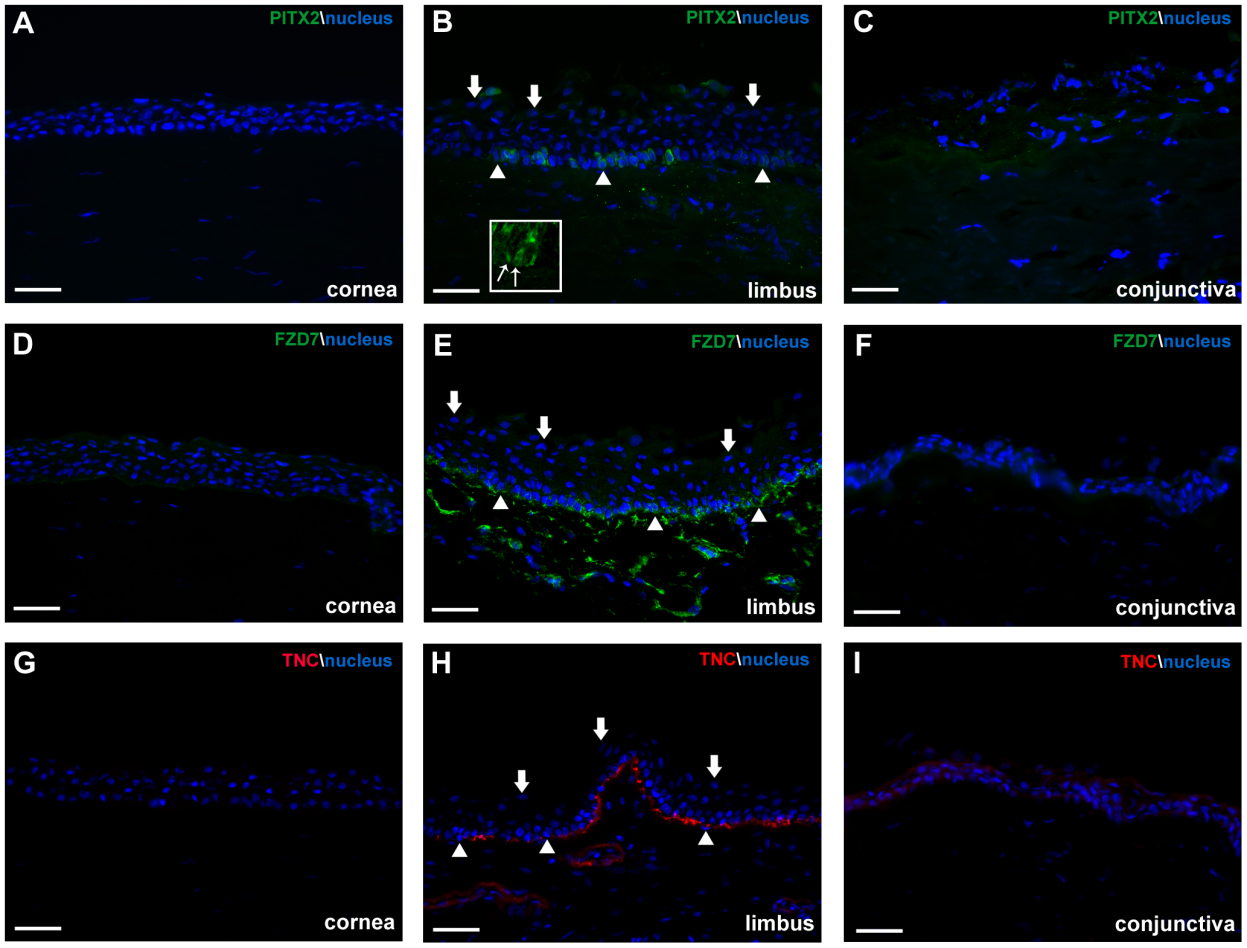
Protein expression of selected limbal transcripts in human ocular tissue. A) Minimal expression of PITX2 was observed in the cornea. B) Distinct PITX2 cytoplasmic expression was present in pockets within the basal layer and suprabasal layer of the limbal epithelium. Insert highlights both PITX2 cytoplasmic and nuclear localization in the basal epithelial cells. Thin arrows indicate cells with PITX2 nuclear localization. C) Minimal expression of PITX2 was also observed in the conjunctiva. D) Weak expression of FZD7 was detected in the basal layer of the cornea. E) Highly localized FZD7 expression was observed at the basal layer of the limbal epithelium. F) We observed low expression in the suprabasal and superficial layers of the conjunctiva for FZD7. G) Minimal expression of TNC was observed in the cornea, while distinct expression was present in the subepithelial stroma along the limbus (H). (I) We detected minor expression of TNC in the suprabasal and superficial layers of the conjunctiva. Thick arrows represent examples of superficial epithelial cells and arrowheads represent examples of basal epithelial cells in the limbus. Scale bar, 50 µm.

### Gene Ontology and Network Pathway Analysis

The DAVID database was used to categorize the 146 differentially expressed limbal genes into functional groups. Figure 5 highlights the major biological functions from the list of limbal genes based on the significance (p-value) of enrichments terms. 

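Matrix glycoproteins and proteoglycans stood out among the genes higher in limbus than in both other tissues. AEBP1, a matrix protein that binds collagen, was higher than in cornea by 3.41 log2 (standard error 0.54, adjusted p = 0.0079), and FBLN5, a protein of elastic fibres, by 2.87 (standard error 0.52, adjusted p = 0.0128). Against conjunctiva, their log2 fold changes were 1.61 and 1.70 (adjusted p = 0.330 and 0.297), in 3 of 3 donors. AEBP1 was no longer past the study's thresholds in both comparisons without donor 2, its limbus array or its conjunctiva array, and FBLN5 was not without donor 2. Of 42 matrix glycoproteins and proteoglycans that could pass the thresholds, 17 were among the 156 genes higher in both, where 0.58 were expected (one-sided Fisher's exact test over 11288 genes, adjusted p = 7.24e-20). Many of these 17, such as TNC, SRPX and SVEP1, were named by the study from these samples, so enrichment of this list is not independent evidence. Members of other lists that passed, such as CDH19, TIMP3 and COL12A1, were named there too. Enrichment also passed for cadherins and desmosome (3 of 18, adjusted p = 0.0098), Schwann cells and nerve (3 of 7, 0.0017) and trabecular meshwork and ciliary body (3 of 9, 0.0022). The remaining lists of this part were pericytes and smooth muscle (3 of 10, 0.0022) and collagens (3 of 28, 0.0313). It did not pass for laminins and basement membrane (2 of 16, adjusted p = 0.0847), integrins (1 of 16, 0.445) or tight junctions (0 of 13, 1.00). Among all 47 measured matrix glycoproteins and proteoglycans, 20 were higher and 1 lower than in cornea (31 and 2 adjusted over the list alone), and against conjunctiva 0 were called (21 higher adjusted over the list alone). The lower gene was MATN2, a matrix filament protein, with a log2 fold change of -0.92 against cornea (adjusted p = 0.0368). Camera called the list higher in both comparisons (adjusted p = 7.57e-13 and 1.91e-15, adjusted p = 0.200 and 0.262 with an estimated correlation). Matrix proteases and their inhibitors were higher than in cornea for 9 of 25 (12 adjusted over the list alone), led by the protease ADAMTS1 at 5.72 log2 (standard error 0.50, adjusted p = 8.52e-04). The list was called higher than in cornea (camera adjusted p = 2.00e-07, adjusted p = 0.154 with an estimated correlation) and not against conjunctiva (0.0676). Without the limbus array of donor 2, chosen after the data were seen, 8 of the 42 matrix genes were among 57 genes higher in both (adjusted p = 9.96e-10). Enrichment then passed for 1 other list, TGF-β and BMP signaling (3 of 45, 0.0283). Lists that no longer passed were cadherins and desmosome (1 of 18, 0.331), nerve (0 of 7, 1.00), trabecular meshwork and ciliary body (1 of 9, 0.313), pericytes and smooth muscle (1 of 10, 0.313), collagens (1 of 28, 0.457) and Wnt signaling (2 of 42, 0.24). With the adjusted p as the threshold it passed for 0 lists.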

Cell adhesion and extracellular matrix associated genes have the highest significance in the GO term analysis (Fig. 5). 

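Some collagen genes were higher in limbus than in cornea, while genes of the basement membrane, of integrins and of cadherins and desmosomes went both ways. COL4A1, a collagen of basement membranes, was higher than in cornea by 4.24 log2 (standard error 0.44, adjusted p = 0.0016), and COL15A1 by 4.61 (standard error 0.35, adjusted p = 5.68e-04). COL12A1 had log2 fold changes of 1.81 against cornea (standard error 0.62, adjusted p = 0.0952) and 3.02 against conjunctiva (standard error 0.62, adjusted p = 0.189). COL16A1 had 2.02 (standard error 0.48, adjusted p = 0.0311) and 1.59 (standard error 0.48, adjusted p = 0.290). TNN, the gene of tenascin-N, had 2.86 (standard error 0.79, adjusted p = 0.0523) and 2.90 (standard error 0.79, adjusted p = 0.261), with 6.46 ± 1.96 log2 (SD, n = 3 donors) in limbus. DSC1, a desmosomal cadherin, fell from cornea to limbus by 2.05 log2 (standard error 0.25, adjusted p = 0.0030). Of 34 collagens, 9 were higher and 0 lower than in cornea (16 and 2 adjusted over the list alone), and 4 were higher than in conjunctiva adjusted over the list alone. Camera called the collagens higher in both comparisons (adjusted p = 1.67e-05 and 5.24e-08, adjusted p = 0.200 and 0.242 with an estimated correlation). Laminins and basement membrane had 8 of 17 higher and 2 lower (LAMB3 and AGRN) than in cornea, the same adjusted over the list alone, and 3 higher and 1 lower than in conjunctiva adjusted over the list alone. Camera called them higher in both (adjusted p = 0.0015 and 0.0013, adjusted p = 0.200 and 0.262 with an estimated correlation). Integrins had 7 of 22 higher and 2 lower than in cornea (10 and 3 adjusted over the list alone, camera adjusted p = 0.0326, adjusted p = 0.182 with an estimated correlation). They were not called against conjunctiva (0.129, and 0.0338 without the limbus array of donor 2). ITGA8, an integrin of mesenchymal cells, was higher by 2.32 log2 (standard error 0.43, adjusted p = 0.0140), and ITGA3, a laminin receptor of epithelia, fell by 1.16 (standard error 0.15, adjusted p = 0.0035). Cadherins and desmosome had 3 of 19 higher and 4 lower than in cornea (4 and 4 adjusted over the list alone) and were not called (adjusted p = 0.683, median -0.21, mean 0.24, direction down). Against conjunctiva they were called higher, with 5 adjusted over the list alone (1.84e-04, adjusted p = 0.241 with an estimated correlation). Tight junction genes had 3 of 14 lower than in cornea (3 adjusted over the list alone, camera adjusted p = 0.485). Against conjunctiva 7 of them were lower adjusted over the list alone (4.80e-05, adjusted p = 0.251 with an estimated correlation). In the limbus array of donor 2 the stromal fibroblast list was higher than in the other limbus arrays by a median of 0.45 log2.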

Several collagens, cadherins and tenascins were present in the cell adhesion group, which was most likely due to the inclusion of stromal cells in the samples. Interestingly, a few developmental processes, such as bone and muscle development were observed in the GO term analysis. There were also several growth factors present, including tumor necrosis factor receptor superfamily, member 19 (TNFRS19) and chemokine (C-C motif) ligand 14, as well as fibroblast growth factor (FGF) 18 and bone morphogenetic protein (BMP) 4.

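BMP4, a ligand of the BMP pathway, was 8.04 ± 0.72 log2 (SD, n = 3 donors) in limbus, 5.96 ± 0.32 (SD, n = 3) in cornea and 6.84 ± 0.13 (SD, n = 3) in conjunctiva. It was higher than in cornea by 2.08 log2 (standard error 0.33, adjusted p = 0.0076), and its log2 fold change against conjunctiva was 1.20 (standard error 0.33, adjusted p = 0.259). TNFRSF19, a receptor and target of Wnt signaling, was higher than in cornea by 2.96 (standard error 0.49, adjusted p = 0.0092), with 1.51 against conjunctiva (standard error 0.49, adjusted p = 0.324). FGF18 had log2 fold changes of 1.61 (standard error 0.54, adjusted p = 0.0916) and 2.09 (standard error 0.54, adjusted p = 0.251). All 3 were higher in 3 of 3 donors in both comparisons and passed the study's thresholds in both. BMP4 and FGF18 did not without the limbus array of donor 2, TNFRSF19 did not without its conjunctiva array or without donor 1, FGF18 did not without donor 3, and 0 of the 3 did without donor 2 in any tissue. Adjusted over these 3 genes alone, all were higher in each comparison (camera adjusted p = 9.52e-04 and 4.33e-04, adjusted p = 0.0765 and 0.0576 with an estimated correlation). This is not independent evidence, because the study chose them on these samples. Of 23 FGF ligands and receptors, 1 was higher than in cornea, also when adjusted over the list alone. It was the receptor FGFR1, at 9.03 ± 0.67 log2 (SD, n = 3) in limbus and 6.93 ± 0.32 (SD, n = 3) in cornea (adjusted p = 0.0069). That list was called in neither comparison (camera adjusted p = 0.263 and 0.185), and against cornea its median was -0.05 and its mean 0.20.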

**Figure 5:**
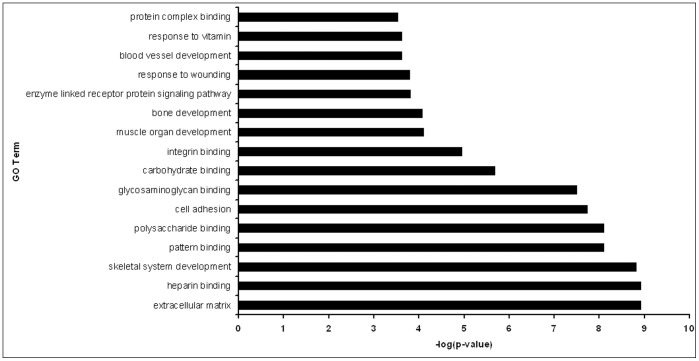
Gene ontology analysis of preferentially expressed signature limbal genes. Bar graph showing significance of enrichments terms from preferentially expressed genes in the limbal tissue.

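Ligands, receptors and modulators of Wnt signaling differed between limbus and cornea in both directions. WNT2B, a Wnt ligand, was higher by 1.66 log2 (standard error 0.19, adjusted p = 0.0021) and FZD4, a Wnt receptor, by 1.26 (standard error 0.18, adjusted p = 0.0055). LGR6, a receptor for R-spondins, was 8.24 ± 0.35 log2 (SD, n = 3 donors) in limbus, 7.18 ± 0.45 (SD, n = 3) in cornea and 6.83 ± 0.40 (SD, n = 3) in conjunctiva. Its log2 fold change was 1.06 against cornea (standard error 0.29, adjusted p = 0.0495) and 1.41 against conjunctiva (standard error 0.29, adjusted p = 0.189). WNT7A, another ligand, fell from cornea to limbus by 1.46 log2 (standard error 0.17, adjusted p = 0.0023). DAAM1, an effector of the planar polarity branch, fell by 1.94 (standard error 0.31, adjusted p = 0.0081). DKK3 had log2 fold changes of -0.73 against cornea (adjusted p = 0.394) and 2.92 against conjunctiva (adjusted p = 0.149). Of 61 measured Wnt genes, 14 were higher and 4 lower than in cornea (18 and 6 adjusted over the list alone), and 2 were higher than in conjunctiva adjusted over the list alone. Camera called the list higher in both comparisons (adjusted p = 1.21e-04 and 1.40e-04, adjusted p = 0.154 and 0.241 with an estimated correlation). Of 42 Wnt genes that could pass the study's thresholds, 5 were among those higher in both (AXIN2, FRZB, FZD7, LGR6 and SERPINF1, one-sided Fisher's exact test, adjusted p = 0.0022). That number was 2 without the limbus array of donor 2 (adjusted p = 0.24). The study named AXIN2, FRZB, FZD7 and SERPINF1 from these samples, so this enrichment is not independent evidence. Of 22 Notch genes, 5 were higher and 1 lower than in cornea (6 and 2 adjusted over the list alone), including the target gene HEY2 at 2.85 log2 (standard error 0.29, adjusted p = 0.0015). The Notch list was called higher than in cornea (camera adjusted p = 0.0187, adjusted p = 0.154 with an estimated correlation) and not against conjunctiva (0.639). Of 13 Hedgehog genes, 0 differed from cornea in limma, also when adjusted over the list alone (camera adjusted p = 0.258). Against conjunctiva 1 was higher adjusted over the list alone, and the list was called higher (0.0132, adjusted p = 0.241 with an estimated correlation, and 0.0625 without the limbus array of donor 2).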

We confirmed expression of several Wnt-related genes in the limbus (Table 1). These include three important Wnt signaling components, FZD7, a canonical Wnt receptor, FRZB, an inhibitor of Wnt signaling, and PITX2, a downstream target of Wnt signaling that also functions as a negative regulator in Wnt signaling [28], [29]. We identified several genes from the TGF-β/BMP signaling pathway in the human limbus. 

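THBS4, which encodes the matrix protein thrombospondin 4, was 11.27 ± 0.82 log2 (SD, n = 3 donors) in limbus, 9.62 ± 0.68 (SD, n = 3) in cornea and 7.45 ± 0.52 (SD, n = 3) in conjunctiva. Its log2 fold change was 1.65 against cornea (standard error 0.48, adjusted p = 0.0606) and 3.82 against conjunctiva (standard error 0.48, adjusted p = 0.103). LTBP2, which encodes a protein of microfibrils, was higher than in cornea by 3.49 (standard error 0.71, adjusted p = 0.0189), with 2.40 against conjunctiva (standard error 0.71, adjusted p = 0.285). ID4, an inhibitor of transcription factors that BMPs induce, was higher than in cornea by 2.98 (standard error 0.58, adjusted p = 0.0170), with 1.76 against conjunctiva (standard error 0.58, adjusted p = 0.329). Each was higher in 3 of 3 donors in both comparisons. Together with BMP4 and FMOD they were the 5 of 45 TGF-β/BMP genes that passed the study's thresholds in both, where 0.62 were expected (one-sided Fisher's exact test, adjusted p = 0.0023). These 5 genes are those of this pathway in the paper's Table 1, chosen on these samples, so the enrichment is not independent evidence. Without the limbus array of donor 2, BMP4 and ID4 no longer passed, and 3 were left (adjusted p = 0.0283). Without donor 2 in any tissue only FMOD and LTBP2 passed, and ID4 did not without donor 3. Receptors and antagonists outside these 5 genes also differed. TGFBR2, the type II receptor of TGF-β, was higher than in cornea by 3.27 log2 (standard error 0.32, adjusted p = 0.0013), and CHRDL1, an antagonist of BMPs, by 4.95 (standard error 0.64, adjusted p = 0.0036). TGFBI, a matrix protein that TGF-β induces, had log2 fold changes of -0.87 against cornea (adjusted p = 0.0464) and 1.47 against conjunctiva (adjusted p = 0.135). Of 55 measured genes, 17 were higher and 2 lower than in cornea (27 and 4 adjusted over the list alone), and 10 were higher and 1 lower than in conjunctiva adjusted over the list alone. Camera called the list higher in both comparisons (adjusted p = 1.85e-07 and 2.01e-05, adjusted p = 0.154 and 0.242 with an estimated correlation).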

BMP4, thrombospondin 4, latent transforming growth factor beta binding protein 2, fibromodulin and intracellular inhibitor of DNA binding 4 protein were among the upregulated genes in the limbus (Table 1). Using Ingenuity Systems’ web-based software, IPA, we generated a network map from the 216 identified transcripts in the limbus (Fig. 6). We observed several upregulated genes (red) from the extracellular matrix group and TGF-β/BMP pathway. 

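FN1, which encodes fibronectin, was 11.14 ± 0.55 log2 (SD, n = 3 donors) in limbus, 8.39 ± 1.45 (SD, n = 3) in cornea and 8.73 ± 1.89 (SD, n = 3) in conjunctiva. FN1 had a log2 fold change of 2.75 against cornea (standard error 0.97, adjusted p = 0.105) and 2.41 against conjunctiva (standard error 0.97, adjusted p = 0.392), and it was higher in 3 of 3 donors in both. FN1 passed the study's thresholds in both comparisons and the adjusted test in neither, and without any 1 donor, or without the limbus or the conjunctiva array of donor 2, it no longer passed in both comparisons. NID1, which encodes nidogen of basement membranes, was higher than in cornea by 3.93 log2 (standard error 0.51, adjusted p = 0.0038), with 1.33 against conjunctiva (standard error 0.51, adjusted p = 0.378). SPP1, which encodes osteopontin, a ligand of integrins, had 1.77 (standard error 0.72, adjusted p = 0.149) and 1.74 (standard error 0.72, adjusted p = 0.398). Like FN1, SPP1 no longer passed the study's thresholds in both comparisons without any 1 donor, or without the limbus or the conjunctiva array of donor 2. NID1 did not without donor 2 in any tissue, its limbus array or its conjunctiva array.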

Interestingly, fibronectin-1 was connected to several other upregulated genes and centrally located in the network map. This indicates that fibronectin-1 might be a key component of the extracellular matrix in the LSC niche [30] and serves as a communication link between epithelial cells and the basement membrane.

**Figure 6:**
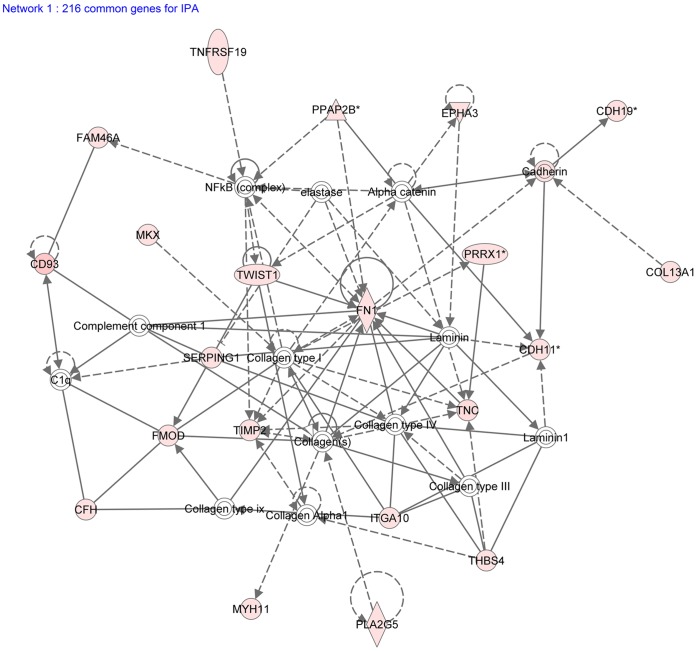
Network map of preferentially expressed signature limbal genes. The IPA network map highlights the upregulation of genes from the TGF-β pathway and extracellular matrix processes. Fibronectin-1 is centrally connected to a number of upregulated limbal genes.

## Discussion

A few reports have identified a number of potential limbal epithelial stem/progenitor cell markers; however neither a specific LSC marker nor specific regulatory process has yet been identified. One limitation of these previous studies is that the other neighboring tissue, the conjunctiva, was not included. As we have shown, many of the putative limbal stem cell markers were also expressed in the conjunctiva and none of the previous differential gene profiling studies has compared the limbal epithelium to both the cornea and conjunctiva. In this current study, we specifically include all three anatomical tissues, the conjunctiva, cornea and limbus to identify those transcripts that are indeed preferentially expressed in the limbal region only. We also compared our results to the three most comprehensive microarray studies to date [16], [21], [22]. 

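CDH19, a cadherin of Schwann cells, was 8.03 ± 0.94 log2 (SD, n = 3 donors) in limbus, 3.97 ± 0.73 (SD, n = 3) in cornea and 6.34 ± 0.48 (SD, n = 3) in conjunctiva. It was higher than in cornea by 4.06 log2 (standard error 0.51, adjusted p = 0.0035), with 1.69 against conjunctiva (standard error 0.51, adjusted p = 0.291). SPARCL1, a matrix protein, was higher than in cornea by 3.74 (standard error 0.38, adjusted p = 0.0015), and FAM107A, an actin-associated protein, by 2.98 (standard error 0.32, adjusted p = 0.0019). GPHA2 was higher than in cornea by 3.05 (standard error 0.61, adjusted p = 0.0177), with 3.66 against conjunctiva (standard error 0.61, adjusted p = 0.142). SERPINF1, which encodes an inhibitor of vessel growth, was higher than in cornea by 1.95 (standard error 0.40, adjusted p = 0.0192). Against conjunctiva, SPARCL1, FAM107A and SERPINF1 had log2 fold changes of 1.22, 1.47 and 1.22 (adjusted p = 0.308, 0.211 and 0.325). With BMP4, FZD7, FRZB and TNFRSF19, all 9 genes were higher than in cornea at an adjusted p under 0.05 and passed the study's thresholds in both comparisons. Past them without the limbus array of donor 2 were 5 (not BMP4, FRZB, CDH19 or SERPINF1), without its conjunctiva array 6, without donor 2 in any tissue 1 (GPHA2), and without donor 1 or donor 3, 8. Camera called the 9 genes higher than in cornea (adjusted p = 7.95e-10, adjusted p = 0.0765 with an estimated correlation) and than in conjunctiva (1.10e-09, adjusted p = 0.0576 with an estimated correlation). In limma, 0 were called against conjunctiva over all genes and 9 adjusted over the list alone. The study picked these genes on these samples, so this is not independent evidence of their direction.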

Several transcripts were shared between our study and others, including BMP4, cadherin 19 (CDH19), FAM107A, FZD7, glycoprotein hormone alpha-2 (GPHA2), FRZB, serpin peptidase inhibitor, clade F (alpha-2 antiplasmin, pigment epithelium derived factor), member 1 (SERPINF1), SPARC-like protein 1 and TNFRS19. Figueira et al. detected unique gene expression of BMP4 in human fetal limbal tissue but not in the central cornea using microarrays specific to stem cell gene expression [16]. The Dua group utilized laser capture microdissection to isolate limbal and corneal epithelial regions from adult humans. They observed upregulation of both SERPINF1 and FRZB in limbal epithelial crypts compared to the corneal epithelium. In addition, they confirmed protein expression of FRZB in the basal epithelium of the limbal crypts, but not in the central cornea [21]. Finally Vereb et al. compared adult human epithelial cell sheets from the limbus and cornea and their data set had the most genes in common with our study. Using the identical U133 Plus 2.0 microarray chip, they also found CHD19, FAM107A, FZD7, GPHA2, SPARC-like protein 1 and TNFRS19 were upregulated in the limbal epithelium [22]. Detailed comparisons of our data with those published are not feasible due to the lack of complete data sets. Overall, our study identified a unique set of preferentially expressed limbal genes which highlights the significance of including both the conjunctiva and cornea.

We have previously shown that Wnt signaling is present in the limbus in vervet monkey and may play a role in human LSC processes [19], [31]. As expected, a number of Wnt signaling components were also present in the human limbal region, including FZD7, axin-2 and FRZB (Table 1). There are several FZD proteins and they act as receptors for Wnts, by transmitting both Wnt canonical and noncanonical signaling. FZD7 is expressed by other stem cells such as in embryonic stem cells (ESCs). Knockdown of FZD7 using small hairpin RNA in ESCs led to differentiation of cells at the edge of colonies compared to the control [32]. Recently, fibronectin-1 was linked to a complex composed of FZD7 and syndecan-4 in the satellite stem cells of the mouse muscle [33]. Fibronectin-1 was found to enhance the Wnt7a transduction signal and promote proliferation of satellite stem cells by coupling to the FZD7 and syndecan-4 complex. Whether FZD7 has a similar regulatory function in LSCs is unknown.

Another limbal gene and homeobox transcription factor, PITX2, has been shown to be a key regulator in ocular development. Mutations in the *PITX2* gene are associated with Axenfeld-Rieger syndrome, where malformations occur in the anterior chamber of the eye during development [34]. PITX2 is also a downstream target of Wnt signaling and can control cell proliferation [29]. Gage et al. found that there was an absence of global DKK2 expression in the eyes along with a robust increase in axin-2 expression throughout the ocular surface ectoderm in the *Pitx2* knockout mice [28]. Another study showed that the absence of DKK2 led to the transdifferentiation of corneal epithelium into a stratified keratinized epidermal epithelium, suggesting that Wnt signaling is an important regulator of corneal cell fate determination and differentiation during development in mice [35]. In *Pitx2* and *Dkk2* deficient mice, Wnt signaling is continuously activated [28], suggesting that PITX2 can negatively regulate canonical Wnt signaling through DKK2 and thus suppress local Wnt activity. In a separate study, PITX2 was found to upregulate several Wnt ligand genes and downregulate several FZD receptors in ovarian cancer cells [36]. The increase in mRNA levels of the Wnt ligands correlated with an increase in cell proliferation.

Our current study is the first to show the specific expression of PITX2 in the limbal basal epithelium in humans (Fig. 4B). The majority of PITX2 localization was cytoplasmic, but we did observe a small number of basal epithelial cells that had nuclear localization of PITX2 (Fig. 4B, insert). This might be a regulatory step of PITX2 function in limbal stem/progenitor cells. It is possible that since the endogenous Wnt activity is normally low in the limbus and PITX2 is a downstream target of Wnt signaling, this could explain why there was very little PITX2 nuclear localization. Whether PITX2 also assumes a similar function in humans as a negative regulator of Wnt signaling via DKK2 or positive regulator through Wnt ligands, is yet to be investigated.

Cell adhesion is the leading biological process in the limbus from our microarray study (Table 1). We confirmed the level of expression of three extracellular matrix proteins, TNC, endomucin and fibromodulin by qRT-PCR analysis (Fig. 3) and the protein expression of TNC specifically in the basal layer of the limbus (Fig. 4H). TNC is an extracellular matrix protein that regulates cell adhesion and migration [37]. Due to TNC’s ability to bind to both extracellular matrix proteins and cell surface receptors and its presence in other stem cell niches [38], it is possible that this protein is a LSC niche factor as well. Endomucin is a cell membrane bound extracellular matrix-associated protein, where it can block cell and extracellular matrix interactions [39]. Its presence in the limbus might modulate regulatory signals from the extracellular matrix, by inhibiting the interactions between extracellular matrix proteins and LSCs. Fibromodulin belongs to a family of small leucine-rich proteoglycans/glycoproteins. In mice, it has been shown to be temporally expressed in the limbus during the postnatal development of the anterior eye [40]. Fibromodulin is also expressed in epidermal keratinocytes and functionally it can sequester TGF-β growth factors in the extracellular matrix and hence can act as a regulatory step [41], [42]. It is possible that these membrane proteins control the presentation of sequestered growth factors in the limbus. Only upon changes in the microenvironment, these adhesion molecules might influence the interactions between LCSs and the extracellular matrix and allow for contact between the growth factors and LSCs to regulate cell proliferation and differentiation.

In addition to Wnt signaling, several components of the TGF-β/BMP pathway were also present in the limbus. This signaling pathway has been implicated as a growth inhibitor of stem cells [43]. Several TGF-β/BMP ligands and receptors have been previously observed in the limbus, including TGF-β1, TGF-β2, TGF-β receptor types I (RI) and II (RII) [44]–[46]. Other BMP ligands and receptors have been shown to be expressed in ex vivo and cultured epithelium [47].

BMP4 is an important differentiation factor in the TGF-β/BMP pathway and was shown to inhibit intestinal stem cell self-renewal through cross talk with canonical Wnt signaling, while others have shown that BMP signaling can restrict hair follicle stem cell proliferation and maintain stem cells in a quiescent state [48], [49]. Studies in mouse bone marrow mesenchymal stem cells (MSCs) have shown that BMP2 represses canonical Wnt signaling and decreases MSC proliferation through interactions between Dishevelled1 and Smad1, thereby inhibiting β-catenin nuclear localization [50]. The function of BMP4 in LSC maintenance is yet to be determined.

In summary, we have identified a new group of genes that are preferentially expressed in the human limbus compared to both the cornea and conjunctiva. Our findings could aid in the identification of LSC niche factors that may regulate LSCs. Additionally, the identification of specific components from the Wnt and TGF-β/BMP pathways warrants new investigations into their potential role in the regulation of LSC self-renewal and differentiation.

## Supporting Information

Figure S1 **Total RNA analysis on ocular tissue samples.** 11 Total RNA samples were analyzed using a Agilent 2100 Bioanalyzer. Graphs for each sample had two distinct peaks at 18 S and 28 s. Nanogels for each sample also had two distinct bands at 18 S and 28 s. Missing cornea sample D3R was due to lack of RNA during the isolation. Abbreviations: D (Donor), R (Right), L (Left).
(TIF)

Figure S2 **Expression levels of selected cornea, conjunctiva and limbal markers.** mRNA expression levels were consistent with expected expression patterns by qRT-PCR. K12 expression was highest in the cornea. K15 was expressed in both the limbus and conjunctiva. Mucin-5AC expression was highest in the conjunctiva. Abbreviations: K (cytokeratin).
(TIF)

Figure S3 **Expression levels of selected putative limbal stem cell markers and mature corneal epithelial markers.** mRNA expression levels of several putative limbal stem markers were expressed in both limbal and conjunctival tissue through microarray analysis. K12 was expressed in the cornea and limbus. Abbreviations: (ATP-binding cassette sub-family G member 2), ITGA9 (Integrin alpha-9), CDH2 (Cadherin-2 or neural cadherin), (C/EBPΔ) CCAAT/enhancer-binding protein delta, K (cytokeratin).
(TIF)

Table S1 List of qRT-PCR Primers.
(DOC)

Table S2 List of Primary and Secondary Antibodies.
(DOC)

# Supplementary material for: Preferential Biological Processes in the Human Limbus by Differential Gene Profiling
**Source:** PLoS One. 2013 Apr 22;8(4):e61833. doi: 10.1371/journal.pone.0061833
**Supplement:** Table S1 — List of qRT-PCR Primers.

| **Table S1. qRT-PCR Primers** | | |
| --- | --- | --- |
| **Gene** | **Direction** | **Primer Sequence** |
| K12 | Forward | CCAGGTGAGGTCAGCGTAGAA |
|  | Reverse | CCTCCAGGTTGCTGATGAGC |
| K15 | Forward | ACCACCACATTTCTGCAAACT |
|  | Reverse | AGCTGAGATACTTCGGCTTCC |
| MUC5AC | Forward | CAGCCACGTCCCCTTCAATA |
|  | Reverse | ACCGCATTTGGGCATCC |
| AXIN2 | Forward | AGCCAAAGCGATCTACAAAAGG |
|  | Reverse | GGTAGGCATTTTCCTCCATCAC |
| FRZB | Forward | TCCCGAGGCCATCGTTACT |
|  | Reverse | AGGCTTACATTTACAGCGTTCAC |
| FZD7 | Forward | CCGTACCACGGAGAGAAGG |
|  | Reverse | GCGGAGTTCGGGAGAACAC |
| EMCN | Forward | CAGCAACCAGCCGGTCTTATT |
|  | Reverse | GCACATTCGGTACAAACCCAC |
| FMOD | Forward | GAGACCTACGAGCCTTACCC |
|  | Reverse | ATGGCCGTGAGGAAGTTGG |
| KLF15 | Forward | GTTGGGTATCTGGGTGATAGGC |
|  | Reverse | TGAGAGTCGGGACTGGAACAG |
| NTRK3 | Forward | TGGCTGGACTATGTGGGCT |
|  | Reverse | CCCATTGCTGTTCCCTGAATC |
| PITX2 | Forward | CACCATCCCCAGCCGTTAG |
|  | Reverse | GCTTCTTCTTAGACGGGTCCTC |
| TNC | Forward | TGCTCTGAGCCCGAATGTC |
|  | Reverse | TGGGCAGATTTCACGGCTG |
| GAPDH | Forward | GGCTGAGAACGGGAAGCTTGTCAT |
|  | Reverse | CAGCCTTCTCCATGGTGGTGAAGA |

# Supplementary material for: Preferential Biological Processes in the Human Limbus by Differential Gene Profiling
**Source:** PLoS One. 2013 Apr 22;8(4):e61833. doi: 10.1371/journal.pone.0061833
**Supplement:** Table S2 — List of Primary and Secondary Antibodies.

| **Table S2. Primary and Secondary Antibodies** | | | |
| --- | --- | --- | --- |
| **Protein** | **Company** | **Host** | **Species Reactivity** |
| Frizzled-7 (FZD7) | R&D Systems (Minneapolis, MN) | rat | human/mouse |
| Paired-like homeodomain 2 (PITX2) | Santa Cruz Biotechnology (Santa Cruz, CA) | goat | human |
| Tenascin-C (TNC) | Santa Cruz Biotechnology (Santa Cruz, CA) | rabbit | human |
| Alexa Fluor 488 IgG | Invitrogen, Carlsbad, CA | donkey | goat |
| Alexa Fluor 488 IgG | Invitrogen, Carlsbad, CA | donkey | rat |
| Alexa Fluor 488 IgG | Invitrogen, Carlsbad, CA | donkey | rabbit |

How the deposited data were processed for this re-analysis (not part of the article)

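RNA of human limbus, conjunctiva and cornea from 3 donors was measured on Affymetrix GeneChip arrays, with 4 limbus, 4 conjunctiva and 3 cornea arrays. The limbus and conjunctiva of donor 3 were measured in both eyes. The deposited values are probe set summaries on the log2 scale, made by the authors. The sample labels name RMA and, for some samples, Affymetrix Expression Console, and the paper's methods name dChip with a PM/MM difference model, RMA quantile normalization and Partek, all without versions, so it is not known which of these made the deposited values. The values were used as deposited, without a further log transform or normalization. Whether all arrays were summarised together is not stated. The columns were written in 2 number formats, 6 with 9 decimals (all of cornea, and conjunctiva of donors 1 and 2 and of the left eye of donor 3) and 5 with 6 significant digits (all of limbus, and conjunctiva of the right eye of donor 3). The sample identifiers form 2 separate consecutive runs that match these formats, so limbus and cornea differ in this too. Whether these runs were processed as separate batches is not known. In the conjunctiva of donor 3, where the eyes differed in format, 187 probe sets differed by over 2-fold between the eyes (r = 0.994, SD of the difference 0.264 log2, median 0.03), and in the limbus, where the eyes had the same format, 121 did (r = 0.995, SD 0.235).

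The comparisons of limbus with cornea, limbus with conjunctiva and conjunctiva with cornea were made with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes) on 54518 probe sets. No filter on dim probe sets was applied. Both eyes of a donor were averaged first, since eyes of 1 donor are not separate donors. Counts are given at the study's thresholds on fold, difference and p, with p unadjusted, and at an adjusted p under 0.05 with no threshold on the fold. The paper also states an acceptable false discovery rate of 5% and does not say how it was applied. The paper's text does not name the test behind its p values. Of the probe sets, 1765 named several genes and 11721 were not named in the annotation used, so these name no gene here. XIST, TSIX and genes of the Y chromosome were left out because their levels describe the donor. Some genes that the paper names are not reported here.

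Named genes were taken by a rule with 4 parts. The first holds every gene the paper names from its arrays, and its tables count as seen. The second holds the 10 genes with the largest rise and the 10 with the largest fall in each comparison of limbus, and the 5 largest each way between conjunctiva and cornea, among genes with an adjusted p under 0.05 and the same direction in 3 of 3 donors. The third holds the 10 genes with the largest smaller fold among those higher in limbus than both tissues. The fourth holds the members with the smallest adjusted p of each list. Genes outside the rule are marked as chosen after their values were seen. The rule gave 269 genes, 174 of which were called against cornea.

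The 38 lists held 751 entries, of which 702 were measured, with 230 of 248 on cell type lists and 472 of 503 on pathway lists. A further 12 lists of genes that the study named (104 of 112 entries measured) were tested apart from these and are not independent evidence. Camera called 25 of the 38 lists between limbus and cornea, 19 between limbus and conjunctiva and 23 between conjunctiva and cornea with a preset correlation of 0.01, and 0 of them with an estimated correlation. Enrichment among the genes higher in limbus than both tissues was tested with a one-sided Fisher's exact test over the 11288 genes that reached over 100 units on an array. It passed for 8 lists. The 38 lists share members with the paper's Table 1, which counts as seen, so their enrichment is not independent of the paper's selection.

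The 3 tissues of 1 donor form a pairing by the design of the study, which was not used in the comparisons above because the paper's methods name no paired test. As a check, each array's deviation from its tissue mean was correlated across probe sets within a donor. For cornea and limbus, r was 0.384, 0.373 and 0.307 in donors 1, 2 and 3. For conjunctiva and limbus it was 0.0795, -0.0535 and 0.249, and for conjunctiva and cornea 0.0669, -0.0101 and 0.0960. The consensus correlation of arrays of 1 donor (duplicateCorrelation in limma) was 0.0762. A fit with donor as a replicate block was run as an alternative.

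The tests were tested on simulated data with the spread of these arrays, in which 200 of 54518 probe sets were changed, 50 at each fold. The changed ones were drawn only from probe sets with a mean above the median, so the shares found do not hold for dim probe sets. Between limbus and cornea, an adjusted p under 0.05 found 22% of 2-fold, 76% of 4-fold, 84% of 8-fold and 90% of 16-fold changes, and the study's thresholds found 42%, 94%, 100% and 100%. Between limbus and conjunctiva the shares were 36%, 68%, 92% and 92%, and 36%, 92%, 100% and 100%. Between conjunctiva and cornea they were 26%, 68%, 84% and 92%, and 30%, 96%, 98% and 100%. Of unchanged probe sets, 9, 7 and 9 were called by the adjusted p in these comparisons, and 62, 57 and 82 by the study's thresholds. Camera called a simulated list of 20 genes shifted by 1 log2 and 0 of 37 lists without a shift. Genes were simulated as independent of each other, so this does not test the preset correlation for lists of genes that vary together. With 3 donors per tissue, the number of arrays limits precision, and the array's background limits what can be read of dim probe sets.

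The alternatives were all 11 arrays as replicates, donor as a replicate block or a random block, quantile normalization, median centring, the brightest 60% of probe sets, a variance prior with an intensity trend and a robust fit, no moderation, a fit of only the tissues compared, probe sets that name a single gene, the mean of all probe sets of a gene, other thresholds, and each donor or eye left out. Added after the data were seen were number format as a term, conjunctiva arrays in the format of the cornea arrays only, and fits without the limbus array or the conjunctiva array of donor 2. The qRT-PCR and immunohistochemistry of the paper were not analysed here.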

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

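Tests of RNA degradation and of less stroma, the test of corneal cells behind KRT12 and the splits within donors were chosen only after the result was seen. In 52 groups of 4 arrays, a value far from the other 3 was found in 14 (Dixon's test), where chance gives about 1 in 20 groups if the 4 arrays are independent, which both eyes of donor 3 are not. Donor 2 was the array apart in 13 of the 14, 5 in limbus and 8 in conjunctiva, and these values are not independent of each other.

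The limbus array of donor 2 lay apart from the other limbus arrays, at -78.70 on the second component (others -21.23 to -16.16) and -82.74 on the third (2.40 to 16.74), with a mean r with the other limbus arrays of 0.97 (0.98 to 0.99). The mean of the trabecular meshwork and ciliary body list was 11.41 log2 on it (9.09 to 9.27), and that of the corneal endothelium list 10.06 (7.81 to 8.12). Lists of epithelium were lower on it, by a median of -2.49 log2 for the conjunctival surface epithelium (95% interval -2.89 to -0.65, 0 of 15 genes above 0), -0.67 for goblet cells and -0.21 for corneal epithelium, and keratocytes lay at 0.91, as a smaller share of epithelium in that piece needs. Such a share alone, with the other cell types in unchanged proportion, would raise their lists alike. Of 8 such lists, 2 lay below 0 beyond their 95% interval (lymphatic endothelium -0.39, macrophages and dendritic cells -0.93) while pericytes and smooth muscle lay at 1.14. The 95% intervals here and below come from resampling the genes of a list on 1 array and do not cover the spread between arrays or donors. The values argue against such a share as the whole cause for that array, without excluding it. A beta-actin 3′ minus 5′ difference of 3.54 log2 among 3.26 to 3.77 argues against RNA degradation, with GAPDH at 0.55 (0.45 to 0.50), above the other limbus arrays by less than their range. A candidate explanation is tissue of the adjoining trabecular meshwork or ciliary body, whose list was higher by a median of 1.61 log2 (95% interval 1.18 to 2.95, 9 of 10 genes, stromal fibroblasts 0.45), with MYOC at 13.66 (10.15 to 11.35), CHI3L1 at 14.40 (6.34 to 8.44) and MGP at 13.86 (11.66 to 12.83). Of its 10 genes, 8 averaged over 6 log2 in cornea or conjunctiva, 4 are on other cell type lists and 2 were named by the study. The corneal endothelium list rose more, by 2.06 in 9 of 9 genes, which was not foreseen. The values thus do not single out the trabecular meshwork or ciliary body, and that explanation stays a hypothesis. The paper's methods describe pieces of epithelium with the adjacent part of the stroma and name no such tissue. The cornea array of donor 2 was raised in the same lists (corneal endothelium by 2.85 log2, 9 of 9 genes, and trabecular meshwork and ciliary body by 0.86, 8 of 10 genes), and its conjunctiva array was not (0.13 and -0.32). A difference between donors therefore stays open too.

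The conjunctiva array of donor 2 lay apart from the other conjunctiva arrays, at -16.67 on the first component (-48.06 to -45.17) and 128.46 on the second (0.02 to 18.79), with a mean r of 0.95 (0.98). Its GAPDH 3′ minus 5′ difference was 1.07 log2 (0.35 to 0.38) and its beta-actin difference 5.02 (2.89 to 3.93 on the other 10 arrays), values that RNA degradation in that array could give. Against this, the paper's methods state that only samples with an RNA integrity number over 9 and minimal degradation were used (Fig. S1), which was measured before the RNA was labelled for the arrays. Less stroma in that piece may also account for it, since the fibroblast list was lower by a median of -2.17 log2 (95% interval -2.72 to -0.89) and blood vessel endothelium by -1.12. Both explanations stay open, as does a difference between donors, which was not tested. Lists that averaged far lower on it were stromal fibroblasts (7.17, others 8.98 to 9.35), lymphatic endothelium (5.97, others 7.6 to 7.78), trabecular meshwork and ciliary body (6.84, others 7.67 to 7.82) and macrophages and dendritic cells (5.59, others 8.11 to 8.26).

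KRT12 was high in limbus (77.3%, 65.4% and 67.8% of cornea in donors 1, 2 and 3) and in conjunctiva of donors 2 and 3 (21.6% and 28.8%, 0.20% in donor 1), where KRT3 was low (11.7%, 7.16% and 10.3% in limbus, 6.14% and 11.0% in conjunctiva of donors 2 and 3). KRT3 lay at 4.48 to 5.58 log2 in limbus and 4.43 to 5.00 in conjunctiva, near the array medians of 5.09 to 5.15, so background may make up much of its shares. Corneal epithelial cells in those pieces cannot be told apart from expression by the tissue itself, since KRT12 was the brightest value of a cornea array (0.00 log2 below the maximum, 0.14 at most), where a share may be overstated. Of the other genes in that test, ALDH3A1 was 48.9%, 33.9% and 32.3% of cornea in limbus (20.3%, 7.20% and 24.3% in conjunctiva). KRT24, at 1.37 to 1.86 log2 below the maximum of the cornea arrays, was 7.75%, 8.98% and 42.2% in limbus (1.41%, 3.57% and 23.2% in conjunctiva). KRT5, which the test did not name, was 84.0%, 80.3% and 79.6% in limbus. No biological explanation was tested.

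The B lymphocyte and plasma cell list averaged 5.95 log2 in conjunctiva of donor 1 (5.17 to 5.28 in the others).

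Between conjunctiva and cornea, which the paper does not compare gene by gene, 4424 probe sets differed at an adjusted p under 0.05 (249 without donor 1 and 681 without donor 3).

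At the study's thresholds, 16 probe sets were lower in limbus than in both other tissues.

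The groups were also split in other ways. For limbus against cornea the real split gave 6223 probe sets and the highest other 0, and at the study's thresholds 1427 and 171. For limbus against conjunctiva the values were 3 and 0, and 464 and 177, and for conjunctiva against cornea 4424 and 0. These 10 splits, of which 1 was as large in each case, are too few for a share under 0.05. For probe sets higher in limbus than both, 4 of 100 splits gave as many as 243, the real one included, when values were exchanged freely, which ignores that the tissues come from the same donors. The other 3, with up to 601, all put the 3 cornea donors in the place of limbus, which points to a structure of the samples. When the tissues were exchanged only within donors, 9 of 100 splits gave as many (highest other 602, and 288 among splits without the 3 cornea values in the place of limbus). Only the splits within donors follow the design. All 9 that gave as many put the 3 values of 1 whole tissue in the place of limbus. Splits that mixed tissues there gave at most 100 probe sets. The 9 splits thus kept a difference between tissues, so their share cannot decide whether chance gives as many. The 4 of 100 of the free splits cannot decide it either, because they exchange values between donors.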

How the results depend on the processing

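Fits with number format as a term and without 1 array of donor 2 were chosen only after the result was seen. Beyond the values below and those between the ends of a range, no recomputed count moved by over 1.5 times. This refers to differing probe sets in both directions together and to those past the study's thresholds. No named gene that was called reversed in the 11 alternatives run gene by gene, and the cause of the changes was not tested. With donor as a replicate block, the 3 probe sets called between limbus and conjunctiva became 0, and no other count was moved. The same block on 11 arrays gave 10715, 209 and 8383 probe sets (limbus and cornea, limbus and conjunctiva, conjunctiva and cornea, against 6223, 3 and 4424), and a random block 10240, 214 and 7614. All 11 arrays as replicates gave 138 between limbus and conjunctiva and 6848 between conjunctiva and cornea. For limbus and conjunctiva, quantile normalization gave 5, an intensity trend with a robust prior 12, single-gene probe sets 8 and a fit of only these tissues 0. Leaving out 1 donor or eye gave 39 (without donor 3) to 8182, 0 (donor 1, donor 3 or its left eye) to 75 (the right eye of donor 3), and 249 (without donor 1) to 6944 (without donor 2). At the study's thresholds it gave 166 (without donor 2) to 575 higher than conjunctiva (464) and 61 (without donor 2) to 312 higher than both (243).

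Without the absolute difference, 2680 probe sets were higher than cornea (1427), 792 than conjunctiva and 438 than both, and without a p threshold 422 than both. With an adjusted p, 2 were higher than conjunctiva and 1 than both (52 and 18 on 11 arrays), and with no moderation on 11 arrays 161 than both. Protein-coding genes higher than both (176) were 50 without donor 2, 300 without the absolute difference, 307 without a p threshold, and 1 with an adjusted p (13 on 11 arrays). With number format as a term on all 11 arrays, 329 probe sets differed between limbus and cornea (325 of them among the 6223) and 0 between limbus and conjunctiva (9229 and 138 on 11 arrays without the term). At the study's thresholds 996 passed against cornea (867 of them among the 1427), 136 against conjunctiva and 52 against both (1430, 396 and 231 without the term). The term is estimated only from 1 conjunctiva array in the limbus format against the other conjunctiva arrays. The fit is less precise for it, so these losses cannot be read as an effect of format. Without the limbus array of donor 2 the counts were 3548, 6, 225 and 76 (limbus and cornea, limbus and conjunctiva, higher than conjunctiva, higher than both), and without the conjunctiva array of donor 2 they were 9573, 0, 248 and 126. Median centring gave 2517 higher and 4486 lower in limbus than cornea (2626 and 3597). All 11 arrays as replicates gave 5613 lower in limbus than cornea, and a fit of only conjunctiva and cornea gave 1495 lower in conjunctiva (2430). Over the brightest 60% of probe sets, r was 0.913 for limbus and cornea and 0.909 for conjunctiva and cornea. With unit variance the first component held 26.4%. With an estimated correlation 0 lists were called by camera in each comparison, and enrichment passed for 0 lists with the adjusted p as threshold and for 2 without the limbus array of donor 2 (8 before).

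Of 174 named genes called against cornea, 146 were no longer past the threshold without donor 1, 166 without donor 3, 9 without donor 2 and 39 without the limbus array of donor 2, and 0 to 11 under the other settings. Both named genes called against conjunctiva were lost with the block, without donor 1, without donor 3 and without the conjunctiva array of donor 2. Dim probe sets near the array's background limit what can be read of transcripts with low signal.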

Differences from the paper's values

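Only the fit without the limbus array of donor 2 was chosen after the result was seen. The paper's value for transcripts higher in limbus than in cornea is 2284, and 1427 passed its thresholds on fold, difference and p here, with p unadjusted. The paper also gives an acceptable false discovery rate of 5% without saying how it was applied, and with an adjusted p 1068 passed. Of the alternatives set before the data were examined, the counts without the absolute difference (2680) and without the p threshold (1558) are within 1.5 times of the paper's value, and those of all other alternatives are not. The paper's text does not name the test behind its p threshold.

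The share of variance on the first component is about 24% in Fig. 1B, read by eye, as the paper's value, and 43.6% here. With each probe set scaled to unit variance it was 26.4%, within the paper's value, and with the brightest 60% of probe sets it was 47.0%, which is not.

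For the array value of FRZB in conjunctiva as a ratio to limbus, the paper's value is about 0.41 in Fig. 3, read by eye, and the ratio here was 0.183 ± 0.155 (SD, n = 3 donors). With the mean of all probe sets of the gene it was 0.460, within the paper's value, and it was not under the other alternatives. The cornea ratio of FRZB and both ratios of the other 7 genes of Fig. 3 that were measured did not differ by the brightest probe set. The mean of all probe sets moved other ratios away from the paper's values. Read by eye in Fig. 3, these are about 0.09 for FRZB in cornea (0.293 with this mean), about 0.48 and about 0.32 for AXIN2 in conjunctiva and cornea (0.724 and 0.675), about 0.22 for KLF15 in cornea (0.515), and about 0.31 and about 0.14 for NTRK3 in conjunctiva and cornea (0.544 and 0.348).

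The paper lists endomucin (EMCN) as higher in limbus than in both tissues. By its brightest probe set it was higher than in cornea (log2 fold change 3.28, adjusted p = 0.0099) and did not pass against conjunctiva (0.80, adjusted p = 0.585), and both of its other probe sets (1.65 and 1.25 against conjunctiva) passed the study's thresholds.

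The paper states that its putative LSC markers were overexpressed in limbus against cornea. This held for ABCG2, KRT15, ITGA9 and CEBPD, and CDH2 did not pass the test (0.90, adjusted p = 0.583). Without donor 2, an alternative set before the data were examined, CDH2 passed it (1.86).

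The paper states that expression of K3 and K12 was highest in cornea. KRT3 was lower in limbus (-3.39, adjusted p = 5.96e-04), and KRT12 was lower in limbus in 3 of 3 donors (-0.52). The test over 3 tissues (adjusted p = 0.867) takes in the spread of conjunctiva (SD 3.95 log2) and says little about this pair, and in a fit of limbus and cornea alone the adjusted p was 0.0511.

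From similar patterns among samples of the same tissue, the paper reads a fairly consistent expression between donors. For 226 of the 243 probe sets higher in limbus than both, the limbus array of donor 2 was the highest, and the median difference from conjunctiva was 3.41 log2 in that donor and 0.76 to 0.88 in the others. All 243 were still higher on average in limbus than in both tissues without that array. They were picked with the remaining limbus arrays too, which makes this likely. Without that array 165 were higher by at least 2-fold in both, and 73 still passed the study's thresholds in both.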

Other observations

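The fits without 1 array of donor 2, the values of cornea donor 2 and the genes lower in both tissues were chosen only after the result was seen. Conjunctiva and cornea differed in genes of the surface epithelium, of immunity and of cell division. Of 15 genes of the conjunctival surface epithelium, 10 were higher in conjunctiva and 0 lower (12 adjusted over the list alone), with a median log2 fold change of 4.22, and KRT13 was higher by 5.71 (standard error 0.36, adjusted p = 1.60e-04). Goblet cell genes were higher for 3 of 9 (4 adjusted over the list alone), among them MUC5AC, the gel-forming mucin, at 7.24 ± 0.66 log2 (SD, n = 3 donors) in conjunctiva, 5.48 ± 0.50 in limbus and 5.18 ± 0.31 in cornea. MUC5AC was higher in conjunctiva than in cornea by 2.06 log2 (standard error 0.36, adjusted p = 0.0111). Blood vessel endothelium had 11 of 19 higher (16), complement 5 of 20 (15 higher and 1 lower), matrix proteases 8 of 25 (9 and 1), antigen presentation by class II 4 of 12 (8), and corneal epithelium 5 of 9 lower and 1 higher (7 and 1), where numbers in parentheses are adjusted over the list alone. Cell cycle genes were lower in conjunctiva for 9 of 30 (17), including AURKA, a mitotic kinase, at -1.16 log2 (standard error 0.19, adjusted p = 0.0079). Keratocyte genes were lower for 5 of 11. Camera called all of these lists, at adjusted p from 7.10e-12 for blood vessel endothelium to 0.0221 for keratocytes (0.0699 without the conjunctiva array of donor 2, adjusted p = 0.231 to 0.421 with an estimated correlation).

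In limbus against cornea, 10 of 20 complement genes were higher (15 adjusted over the list alone, camera adjusted p = 5.97e-09, adjusted p = 0.181 with an estimated correlation). C3, the central complement protein, was higher by 4.55 log2 (standard error 0.34, adjusted p = 4.90e-04), and C7, part of the membrane attack complex, by 3.64 (standard error 0.46, adjusted p = 0.0035). Genes of antigen presentation by class II were higher for 4 of 12 (5 adjusted over the list alone, 6.00e-05, adjusted p = 0.182 with an estimated correlation), including HLA-DPA1 at 3.24 log2 (standard error 0.47, adjusted p = 0.0059). Cell cycle genes were lower for 6 of 30 (10 adjusted over the list alone, 0.0015, adjusted p = 0.433 with an estimated correlation), including CCNB1, cyclin B1, at -1.42 log2 (standard error 0.31, adjusted p = 0.0240). Immediate early genes had 1 of 21 higher, also over the list alone (0.0486, 0.114 without the limbus array of donor 2, adjusted p = 0.582 with an estimated correlation), and that gene was KLF2 at 3.14 log2 (standard error 0.49, adjusted p = 0.0075). Not called were keratins (4 of 21 higher and 1 lower, 4 and 4 adjusted over the list alone, adjusted p = 0.0825, 0.0122 without the limbus array of donor 2) and heat shock and hypoxia (1 of 16 higher and 1 lower, the same adjusted over the list alone, adjusted p = 0.981, median -0.14, mean 0.10). Against conjunctiva, where limma called 0 genes of these lists over all genes, camera called immediate early genes (0.0118) and cell cycle genes (0.0227) higher (adjusted p = 0.491 and 0.587 with an estimated correlation, and 0.723 and 0.690 without the conjunctiva array of donor 2). It did not call complement (0.417), class II (0.639), keratins (0.683) or heat shock and hypoxia (0.397).

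Other lists called higher in conjunctiva than in cornea were melanocytes (adjusted p = 2.56e-07), stromal fibroblasts (3.87e-07), macrophages and dendritic cells (4.97e-05), pericytes and smooth muscle (3.81e-04), T lymphocytes (0.0011), lymphatic endothelium (0.0022), Notch signaling (0.0039), matrix glycoproteins and proteoglycans (0.010), TGF-β and BMP signaling (0.0131), mast cells (0.0281), keratins (0.0415), Schwann cells and nerve (0.0415) and putative limbal stem cell markers (0.0417), and cadherins and desmosome were called lower (0.0417). With an estimated correlation their adjusted p was 0.231 to 0.585. Without the conjunctiva array of donor 2 it was 0.0840 for nerve, 0.0699 for limbal stem cell markers and 0.164 for cadherins and desmosome, and without the limbus array of donor 2 it was 0.0523 for limbal stem cell markers. With donor as a block it was 0.0569 for keratins, 0.0729 for nerve and 0.0653 for limbal stem cell markers. The lists of tight junctions (0.0520, 0.0317 without the limbus array of donor 2), laminins (0.0641, 0.0022 without the conjunctiva array of donor 2), B lymphocytes (0.0991), lacrimal gland (0.112), Wnt signaling (0.147), integrins (0.258), collagens (0.356, 0.0248 without the conjunctiva array of donor 2), erythrocytes (0.421), Hedgehog signaling (0.421), heat shock and hypoxia (0.421), skeletal muscle (0.789), FGF (0.847), immediate early genes (0.854), corneal endothelium (0.854) and trabecular meshwork (0.961) were not called.

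Genes lower in limbus than in both tissues included AGR2, a protein of mucus-secreting cells, at 9.58 ± 0.75 log2 (SD, n = 3 donors) in limbus, 11.88 ± 0.23 in cornea and 11.86 ± 0.68 in conjunctiva. Its log2 fold changes were -2.29 (standard error 0.42, adjusted p = 0.0134) and -2.27 (standard error 0.42, adjusted p = 0.159). The chloride channel gene CFTR had -1.55 and -1.40.

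On the cornea array of donor 2, all 9 genes of the corneal endothelium list and 8 of 10 of the trabecular meshwork and ciliary body list were above both other cornea arrays, by a median of 2.85 and 0.86 log2 over their mean. For the other 18 cell type lists this median was between -0.76 and 0.16. CA3 was 10.87 log2 (3.65 and 3.97 in the others), COL8A2 9.96 (7.21 and 6.14), SLC4A4 9.95 (5.69 and 5.38), CDH2 8.55 (4.32 and 4.90), MYOC 12.06 (6.88 and 6.52) and MGP 12.68 (8.38 and 8.12). Other members hardly differed, such as TIMP3 at 10.70 (10.56 and 9.52), PDPN at 7.41 (7.03 and 7.36), OPTC at 4.81 (4.79 and 4.67) and RBP4 at 5.05 (5.01 and 5.07), and ANGPTL7 was lower, at 10.75 (11.86 and 11.85). With 3 cornea arrays, no test of an array apart was made.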
